# Jasmonic acid signaling and glutathione coordinate plant recovery from high light stress

**DOI:** 10.1093/plphys/kiaf143

**Published:** 2025-04-10

**Authors:** Mehmet Kılıç, Peter J Gollan, Eva-Mari Aro, Eevi Rintamäki

## Abstract

High light (HL)-induced chloroplast retrograde signaling originates from the photosynthetic apparatus and regulates nuclear gene expression to enhance photoprotection and coordination of cell metabolism. Here, we analyzed the transcript profiles and accumulation of ROS, stress hormones, and small molecule antioxidants to investigate the signaling mechanisms operating under HL stress, particularly during plant recovery under growth light condition. Exposure of Arabidopsis (*Arabidopsis thaliana*) rosettes to HL for 15 min induced several ^1^O_2_- and H_2_O_2_-responsive genes and accumulation of an oxidized form of glutathione, the hallmarks of oxidative stress in cells. Prolonged exposure to HL resulted in accumulation of transcripts encoding oxylipin biosynthesis enzymes, leading to accumulation of 12-oxo-phytodienoic acid and jasmonic acid. However, the expression of several jasmonic acid-responsive genes, already induced by HL, peaked during the recovery, together with accumulation of jasmonic acid and reduced glutathione and ascorbate, highlighting the critical role of jasmonic acid signaling in restoring chloroplast redox balance following HL stress. The involvement of jasmonic acid signaling in recovery-sustained gene expression was further confirmed via experiments with jasmonic acid receptor mutants. HL exposure of only 2 min was sufficient to induce some recovery-sustained genes, indicating the rapid response of plants to changing light conditions. We propose that ROS production at HL induces the signaling cascade for early oxylipin biosynthesis and 12-oxo-phytodienoic acid accumulation, while increased accumulation of jasmonic acid in the recovery phase activates genes that fully restore the glutathione metabolism, ultimately allowing recovery from short-term HL stress.

## Introduction

Photosynthesis plays a crucial role in sensing environmental cues and relaying signals for regulation of plant acclimation (Walters 2005; Gollan et al. 2015; Morales and Kaiser 2020). Photosynthetic machinery converts environmental cues into biochemical messengers that adjust the expression of genes in both the cell nucleus and plastids. This acclimation response helps the organism cope with stresses and acclimate to alternating environments. Photosynthetic light reactions occurring in photosystem (PS) II and PSI together with their light-harvesting complexes, collect and transform light energy into chemical energy to fuel the assimilation of atmospheric CO_2_ into organic energy-rich compounds. Environmental stress, such as high light (HL), can disrupt the electron flow, leading to production of reactive oxygen species (ROS) and reactive electrophile species (RES) (Farmer and Davoine 2007; Khorobrykh et al. 2020; Fitzpatrick et al. 2022) which, if not controlled, are hazardous to biological molecules. In addition to cellular damage, ROS and RES also initiate signals to protect and acclimate the photosynthetic machinery from deleterious effects of redox changes in the chloroplast.

Oxylipins are important redox components regulating growth and stress responses in plants (recent review, see Knieper et al. 2023). ROS induces the synthesis of oxylipins, including 12-oxo-phytodienoic acid (OPDA) and jasmonic acid (JA). They are derivatives of oxygenated α-linolenic acid released from plastid membranes by lipases, and are synthesized in an enzymatic pathway (Farmer and Davoine 2007; Wasternack and Song 2017; Knieper et al. 2023). OPDA synthesis starts with the oxygenation of α-linolenic acid by 13-LIPO-OXYGENASE producing 13-hydroperoxy-octadecatrienoic acid (13-HPOT), which is then processed to OPDA by ALLENE OXIDASE SYNTHASE (AOS) and ALLENE OXIDASE CYCLASE (Schaller and Stintzi 2009; Wasternack and Song 2017). OPDA is transported from plastids to peroxisomes to synthesize JA by 12-OXOPHYTODIENOATE REDUCTASE 3 followed by 3 cycles of β-oxidation catalyzed by ACYL-COA OXIDASE (Schaller and Stintzi 2009; Wasternack and Song 2017). *JAR1* gene is required for biological activation of JA via conjugation with isoleucine (JA-Ile) (Suza and Staswick 2008; Wasternack and Song 2017).

Both OPDA and JA function as signaling molecules modifying gene expression in the nucleus (Chini et al. 2007; Wasternack and Song 2017). Oxylipins that contain α, β-unsaturated carbonyl bonds, such as OPDA, are categorized as RES due to their inherent reactivity with thiol groups of cellular proteins (Alméras et al. 2003; Farmer and Davoine 2007). OPDA and JA were observed to take part in antioxidant defense response by inducing antioxidant gene expression (Sasaki-Sekimoto et al. 2005; Gollan and Aro 2020). JA is sensed by its receptor CORONATINE INSENSITIVE 1 (COI1) (Wasternack and Song 2017) that is a subunit of the E3 ubiquitin protein ligase (SKP1-Cullin-F-box, SCF^COI1^) (Yan et al. 2013; Wasternack and Song 2017). SCF^COI1^ labels proteins with ubiquitin to induce the proteolytic degradation (Chini et al. 2007; Yan et al. 2013). JA-Ile binds to the SCF^COI1^ complex and facilitates the ubiquitination and degradation of the JAZ transcriptional repressors, allowing transcription factors to bind to JA-responsive genes to initiate transcription (Chini et al. 2007; Dombrecht et al. 2007). Via this induction mechanism, JA signaling is involved in regulation of CO_2_ fixation, antioxidant metabolism, degradation of chlorophylls, reallocation of resources from growth toward defense systems, and senescence (Sasaki-Sekimoto et al. 2005; Shan et al. 2011; Park et al. 2013; Zhang et al. 2020).

Cells harbor both enzymatic and non-enzymatic ROS scavenging systems to protect against excessive damage by ROS. Enzymes, such as SUPEROXIDE DISMUTASEs, CATALASEs, ASCORBATE PEROXIDASEs, GLUTATHIONE PEROXIDASE-LIKE proteins, and PEROXIREDOXINs directly detoxify ROS, whereas other enzymes such as THIOREDOXINs and GLUTAREDOXINs re-reduce proteins oxidized by ROS. Nonenzymatic ROS scavenging system includes molecular antioxidants such as ascorbate, tocopherols, and glutathione, which act as electron donors to neutralize ROS. Glutathione is involved in scavenging of both ROS and RES (Dixon and Edwards 2009; Foyer and Noctor 2011; Ito and Ohkama-Ohtsu 2023), thereby preserving the cellular integrity (see the recent reviews by Dorion et al. 2021; Noctor et al. 2024). Oxidized GSH (GSSG) is reduced back to GSH by GLUTATHIONE REDUCTASE (GR) and NADPH.

Short-term HL treatments lasting from seconds to few minutes induce photosynthetic regulatory mechanisms in chloroplasts, such as non-photochemical quenching, photosynthetic control, and changes in the activation status of key enzymes in Calvin-Benson-Bassham cycle, helping the plant to cope under fluctuating light conditions (Niyogi and Truong 2013; Ustynyuk and Tikhonov 2018; Nikkanen and Rintamäki 2019). Longer HL treatments, ranging from minutes to hours, enhance metabolic processes that increase tolerance against oxidative stresses (Dietz 2015; Gollan and Aro 2020). Induction of protective gene expression and antioxidant metabolism has been extensively studied in HL-treated plants (Hernández et al. 2004; Chan et al. 2016; Balfagón et al. 2019; Huang et al. 2019; Alvarez-Fernandez et al. 2021; Balcke et al. 2024), while far less is known about their fate after transferring the plants back to growth light (GL) conditions for recovery (R) (Crisp et al. 2017). In this study, we focused on the R phase after HL treatment and analyzed the changes in global gene expression together with the stress hormone and antioxidant levels in leaves exposed to short-term HL stress and during the subsequent R from stress at GL. We show that JA is an important mediator of nuclear gene expression in leaves during R from HL stress and that GSH helps to eliminate ROS and rebalance the redox state of the cell when HL illumination is terminated.

## Results

The rosettes of Arabidopsis (*Arabidopsis thaliana*) Columbia (Col-0) ecotype were grown at 100 *μ*mol photons m^−2^ s^−1^ (GL) for 6 wk, followed by exposure to 1000 μmol photons m^−2^ s^−1^ for 2, 15 min (HL15), or 60 min (HL60), while subsequent recovery from HL treatments involved illumination under GL for 15 min (R15) or 60 min (R60). Leaf number 7 of Arabidopsis rosettes was used for metabolite and gene expression analyses (Fig. 1).

**Figure 1.**
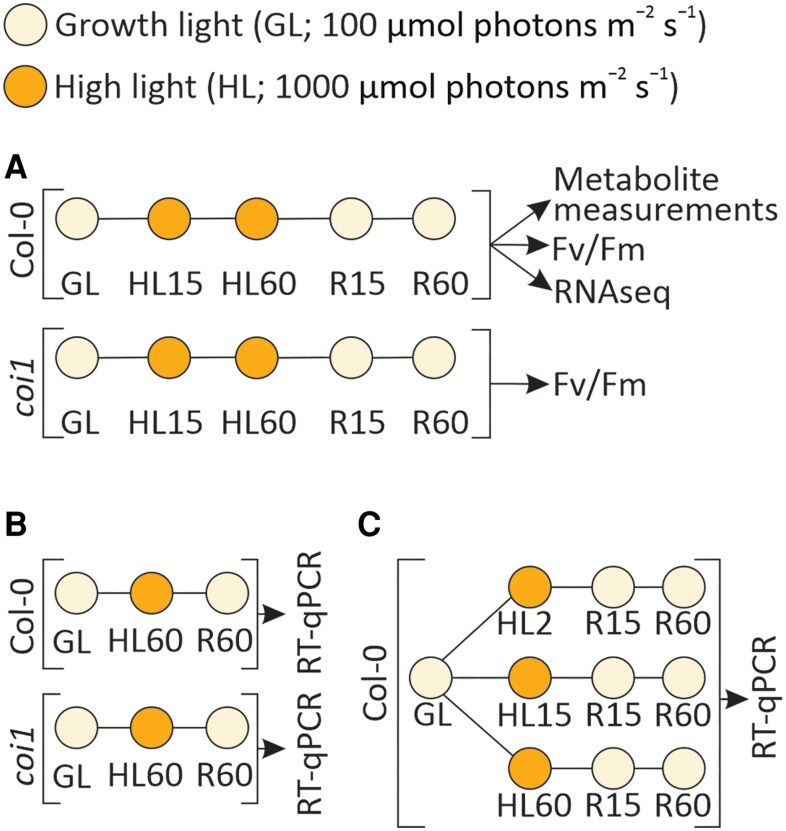
Experimental design to investigate the effect of high light (HL) and subsequent recovery (R) on gene expression and metabolism in Arabidopsis leaves. **A)** Wild type Col-0 plants and *coi1* mutants grown under growth light (GL, 100 μmol photons m^−2^ s^−1^) were exposed to HL (1000 μmol photons m^−2^ s^−1^) for 15 (HL15) and 60 min (HL60). For recovery, plants exposed to HL for 60 min were returned to GL conditions and allowed to recover for 15 min (R15) and 60 min (R60). WT plants were used for metabolite and RNAseq analysis, and WT and *coi1* mutant plants were used for determination of photosynthetic efficiency of PSII (Fv/Fm). **B)** GL grown Col-0 plants and *coi-1* mutants were exposed to HL for 60 min (HL60) and returned to GL to recover for 60 min (R60). The treated plants were used for analysis of jasmonic acid (JA)-responsive gene expression with reverse transcription quantitative PCR (RT-qPCR). **C)** GL grown Col-0 plants were exposed to HL for 2 (HL2), 15 (HL15) and 60 min (HL60), and returned to GL to recover for 15 (R15) and 60 min (R60). The treated plants were used for time dependent analysis of JA-responsive gene expression with RT-qPCR.

Global gene expression analysis was performed after the HL and subsequent R treatment for 15 and 60 min, and the results were expressed relative to the GL control without any HL treatment. 

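Leaf RNA of Col-0 plants was sequenced in 5 conditions with 3 biological replicates each, which gave 15 libraries. GL plants stayed at 100 μmol photons per square meter and second. HL15 and HL60 plants received 1000 μmol photons for 15 or 60 min, and R15 and R60 plants returned to GL for 15 or 60 min after 60 min of HL. GL was a single group of libraries, without a GL group matched in clock time to each treatment, so a comparison with GL can also hold a difference between times of the day. The authors quantified the reads with Salmon on TAIR cDNA sequences and deposited a value per gene and library. These values are not raw counts. They have the form of counts divided by a size factor per library and, for genes with several transcripts, by a length factor per gene. Among low values of genes with 1 transcript, 100% were whole multiples of the step of their library, against 7.75 to 9.42% for genes with several transcripts. Values of up to 200 reads were checked, with a tolerance of 0.01 for a whole number. The total of normalized counts per library was 18986456 to 19311648 in GL (median 19184258), 19046395 to 20619828 in HL15 (median 19064866), 17970464 to 20045423 in HL60 (median 19105324), 18929642 to 19471914 in R15 (median 19082093) and 16003876 to 17400974 in R60 (median 16133844). The number of reads estimated from the step of the values lay between 14403178 and 28102712 per library, with a median of 18880954. Of the 21593 genes listed, the 20512 with a sum of 10 or more over the 15 libraries were tested. The log2 of the normalized count plus 1 was fitted with limma, with 1 coefficient per condition and a variance trend over the expression level. A gene was called a DEG at a Benjamini-Hochberg adjusted p under 0.05 and a change of 2-fold or more. Because 3 libraries were compared with 3, an exact permutation test of a single gene cannot give a p under 0.1.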

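The genes with the largest changes differed between the phases. They were taken among genes with an adjusted p under 0.05, a mean of 100 or more normalized counts over the 15 libraries and no overlap between the treated and the GL libraries. At HL15 the largest rise was that of HSP17.6A (AT5G12030), a small heat shock protein gene on chromosome 5 from 3883957 to 3884838 of TAIR10.1, from 16.6 ± 2.01 to 11595 ± 7460 normalized counts (SD, n = 3), a log2 fold change of 9.19 (standard error 0.73, adjusted p = 8.31e-07 from limma with Benjamini-Hochberg adjustment). AT1G07400 followed with a log2 fold change of 8.86. The largest falls at HL15 were those of AT5G61590, by a log2 fold change of -5.34, and of AT2G44130, which had 0 counts in every HL15 library and was at least 14.6-fold lower than in GL. At HL60 the rise was largest for HSP23.6-MITO, with 9.55, and the fall for ATCTH, with -7.02 (adjusted p = 1.40e-09). At R15 the transcription factor gene RRTF1 (AT4G34410) reached 3874 ± 1190 normalized counts (SD, n = 3) and was at least 1291-fold higher than in GL, where all 3 libraries were at 3 counts or fewer. EXPA8 fell most at R15 and at R60, by log2 fold changes of -6.75 and -7.40. The largest rise at R60 was that of ILL5 (AT1G51780), from 1.89 ± 3.26 to 916 ± 386 normalized counts (SD, n = 3), a log2 fold change of 8.82 (adjusted p = 0.000120) that rests on few counts in GL and was 7.05 with a pseudocount of 5, added after the values were seen. IGMT5 (AT1G76790) followed, from 13.6 ± 11.9 to 4504 ± 932 normalized counts (SD, n = 3, log2 fold change 8.55, adjusted p = 1.15e-07), and was at 8.08 with that pseudocount.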

Distinct patterns of differential gene expression were identified in each phase. A total of 7,414 differentially expressed genes (DEGs) were detected in the experiment compared to the GL control (Fig. 2). 

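Counted as in Fig. 2, with genes higher than GL and genes lower than GL in separate diagrams, the 4 comparisons with GL gave 7651 entries, 3956 higher and 3695 lower. With upper quartile normalization there were 3787 higher and 3979 lower entries, so which direction had more depended on the scaling. The entries with all libraries and no rescaling came from 7267 different genes, because 384 genes were higher in one treatment and lower in another. The alternative that moved this total most was to leave out the fold minimum, which gave 16718 entries. A test against a change of 1.5-fold in place of the fold minimum gave 5510. With each library left out in turn, the total lay between 7159 and 8024.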

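Of the entries, 3492 were called only at R15 or R60, which is 45.6%, and 1560 only at HL15 or HL60, which is 20.4%. The other 2599 were called in both phases. Among the entries of R only, 1879 were higher and 1613 lower than in GL, and among those of HL only, 684 were higher and 876 lower. With quantile normalization, an alternative added after the values were seen, 1691 entries of R only were higher and 1850 lower.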

The number of DEGs was substantially higher during R compared to the previous HL treatment: 44% of the DEGs were specific for the R period compared to 20% of DEGs for the HL period, (Fig. 2). 

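Compared with GL, 1939 genes were called at HL15, 3191 at HL60, 4061 at R15 and 3951 at R60. R15 and R60 were also compared directly, and 3110 genes differed between them, 1458 higher and 1652 lower at R60. Without R15 replicate 2, 3906 genes were called at R15 and 3930 at R60, so the order of these conditions rests on single libraries. At R15, 2228 genes were higher and 1833 lower than in GL, but 1987 and 2126 with upper quartile normalization, under which R60 had the most higher genes, 2183.

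**Figure D1:**
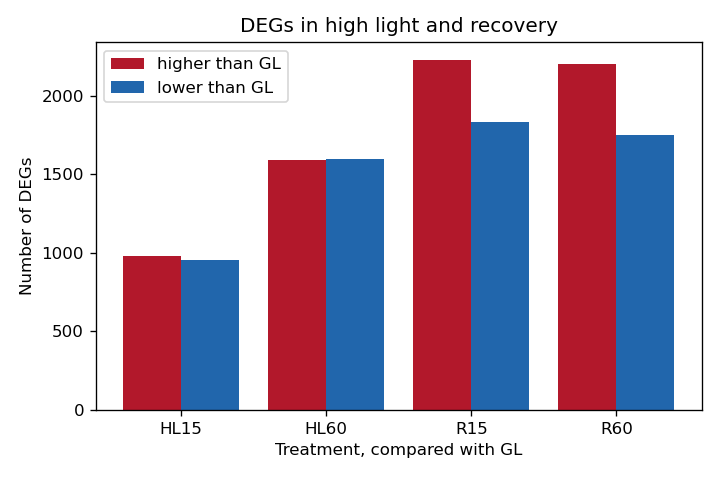
Number of DEGs (vertical axis) at HL15, HL60, R15 and R60 compared with GL, with 3 libraries per condition. Red bars are genes higher and blue bars genes lower than in GL, from 983 higher genes at HL15 to 2228 at R15. With upper quartile normalization, more genes were lower than higher at R15.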

The highest number of DEGs was observed at R60, while the lowest number was recorded at HL15 (Fig. 2). This indicated that considerable reprogramming and adjustment of gene expression occur in the cell during R phases after HL treatment.

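Of the 1592 genes called higher at HL60, 747 were also called higher at R60 (46.9%), and of the 1599 called lower, 639 were also lower at R60. R60 called 2101 genes that were called at neither HL15 nor HL60. From HL60 to R15, 1225 genes rose and 765 fell. From the number of DEGs in R, the paper concludes that the cell extensively reprograms and adjusts gene expression after HL.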

**Figure 2.**
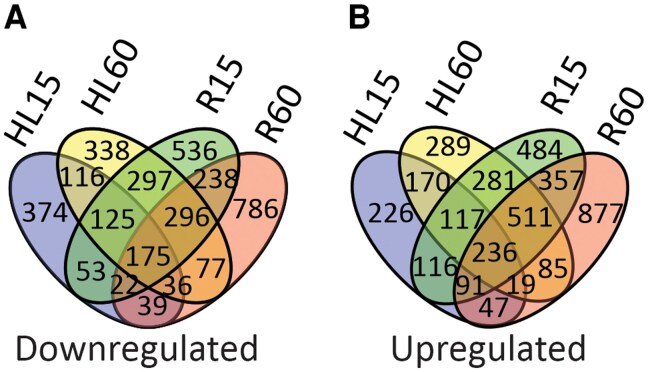
Differentially expressed genes in high light (HL) and during recovery (R) in comparison to growth light (GL). **A)** Number of downregulated genes in treated leaves in comparison to GL. **B)** Number of upregulated genes in treated leaves in comparison to GL. HL treatment was performed by exposing plants to HL for 15 (HL15) and 60 min (HL60), while recovery was performed by transferring HL60 samples to GL to recover for 15 (R15) and 60 (R60) min after HL treatment. Only the genes with statistically significant changes with fold change (FC) of −1 > log2 FC > 1 (*P* < 0.05) are included in Venn diagrams.

### JA, OPDA, and GSH are involved in regulation of gene expression during recovery from HL treatment

We used the DEGs to identify, at the transcript level, the various biological processes that were affected during the HL and R phases of the experiment. Gene Ontology (GO) terms related to ROS responses were particularly enriched in genes upregulated during the HL treatment (Supplementary Table S1). Transcripts of glutathione metabolism and JA signaling, on the other hand, accumulated during HL60 as well as R15 and R60 (Supplementary Table S1). GO terms related to abscisic acid (ABA) signaling were moderately upregulated in HL15, whereas GO terms related to salicylic acid (SA) signaling were upregulated in both HL and R, especially in HL15 and R15 (Supplementary Table S1).

Since transcripts of hormone and oxidative stress-related biological processes were found to be enriched in the GO analysis (Supplementary Table S1), we next analyzed our gene expression data with respect to known responses induced by metabolites such as singlet oxygen (^1^O_2_), hydrogen peroxide (H_2_O_2_), ABA, OPDA, JA and SA (Op Den Camp et al. 2003; Xin et al. 2005; Gollan and Aro 2020; Zhang et al. 2020). Most of the OPDA and JA biosynthesis genes were upregulated in HL60 and remained at a high level or even increased during R (Fig. 3A). 

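Fig. 3A draws 14 OPDA and JA synthesis genes, and all of them were tested. Their median log2 fold change against GL was 1.76 at HL60, 1.74 at R15 and 2.90 at R60 (adjusted p = 0.00155, 0.000268 and 0.000274, limma's camera test of the list with Benjamini-Hochberg adjustment over 52 tests of lists). With an adjusted p under 0.05 over all genes tested, 8 genes were higher at HL60 and 11 at R15, and adjusted over the list alone, 11 were higher at HL60. Over the 52 tests of lists, 37 passed with camera's preset correlation, of which 31 passed with fry and 1 with an estimated correlation. OPR3 (AT2G06050), on chromosome 2 from 2359114 to 2362375 of TAIR10.1, rose from 727 ± 133 normalized counts in GL to 16166 ± 13600 at HL60, 21893 ± 5870 at R15 and 9186 ± 2280 at R60 (SD, n = 3). AOC3 (AT3G25780) had its largest log2 fold change at R15, 6.56 (standard error 0.73, adjusted p = 5.64e-06 from limma with Benjamini-Hochberg adjustment), and LOX2 (AT3G45140) at R60, 3.35 (adjusted p = 0.000172). JAR1 had log2 fold changes of 2.06 at HL60 and 1.53 at R60, while its change of 0.71 at R15 did not pass (adjusted p = 0.177). Compared directly with HL60, JAR1 was lower at R15 (-1.35, adjusted p = 0.0279), and its change at R60 did not pass (-0.53, adjusted p = 0.319). OPR1 fell at HL60, with -1.01, and OPR2 rose, with 0.60, and both genes share stretches of 31 bases with other genes, which hold 16.4% of OPR1 and a larger part of OPR2. The HL60 values were uneven between libraries. The median log2 change of the list from the GL mean was 0.53 in HL60 replicate 1, 2.29 in replicate 2 and 2.86 in replicate 3. Without replicate 1, the median at HL60 was 2.59, and 12 of the genes were higher with an adjusted p under 0.05.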

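Fig. 3B draws 60 JA-responsive genes and Fig. 3C 51 OPDA-responsive genes from an earlier study. The JA-responsive genes had a median log2 fold change against GL of 2.00 at HL60, 2.58 at R15 and 3.14 at R60, and 36, 44 and 56 of them were called higher (camera, adjusted p = 2.81e-09, 2.31e-11 and 1.07e-16). With genes at or under 3 counts in GL set at their bound, the median at R15 was 2.49. Adjusted over the list alone, 42 genes changed at HL60, against 38 adjusted over all genes tested. For the OPDA-responsive genes the medians were 1.90, 2.84 and 2.95, and 31, 44 and 38 genes were called higher. A single library lowered the HL60 values. The JA-responsive median was 0.05 in HL60 replicate 1 but 2.58 and 3.00 in replicates 2 and 3, and the OPDA-responsive median was 0.25 but 2.70 and 3.17. Without replicate 1, the JA-responsive median at HL60 was 2.74 and 54 genes were called higher.

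**Figure D2:**
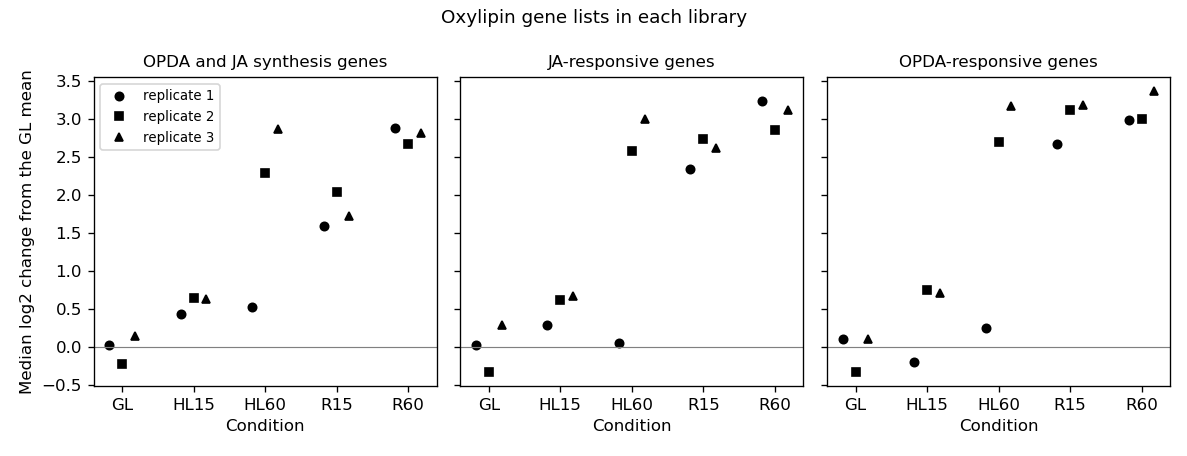
Median log2 change from the GL mean (vertical axis) over the genes of each list in each library of GL, HL15, HL60, R15 and R60, with 1 point per library and the symbol giving the replicate. HL60 replicate 1 lies at 0.05 for the JA-responsive genes, near the GL libraries, while the other HL60 libraries lie at 2.58 and 3.00.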

A similar trend was also observed for other JA- and OPDA-responsive genes (Fig. 3, B and C).

**Figure 3.**
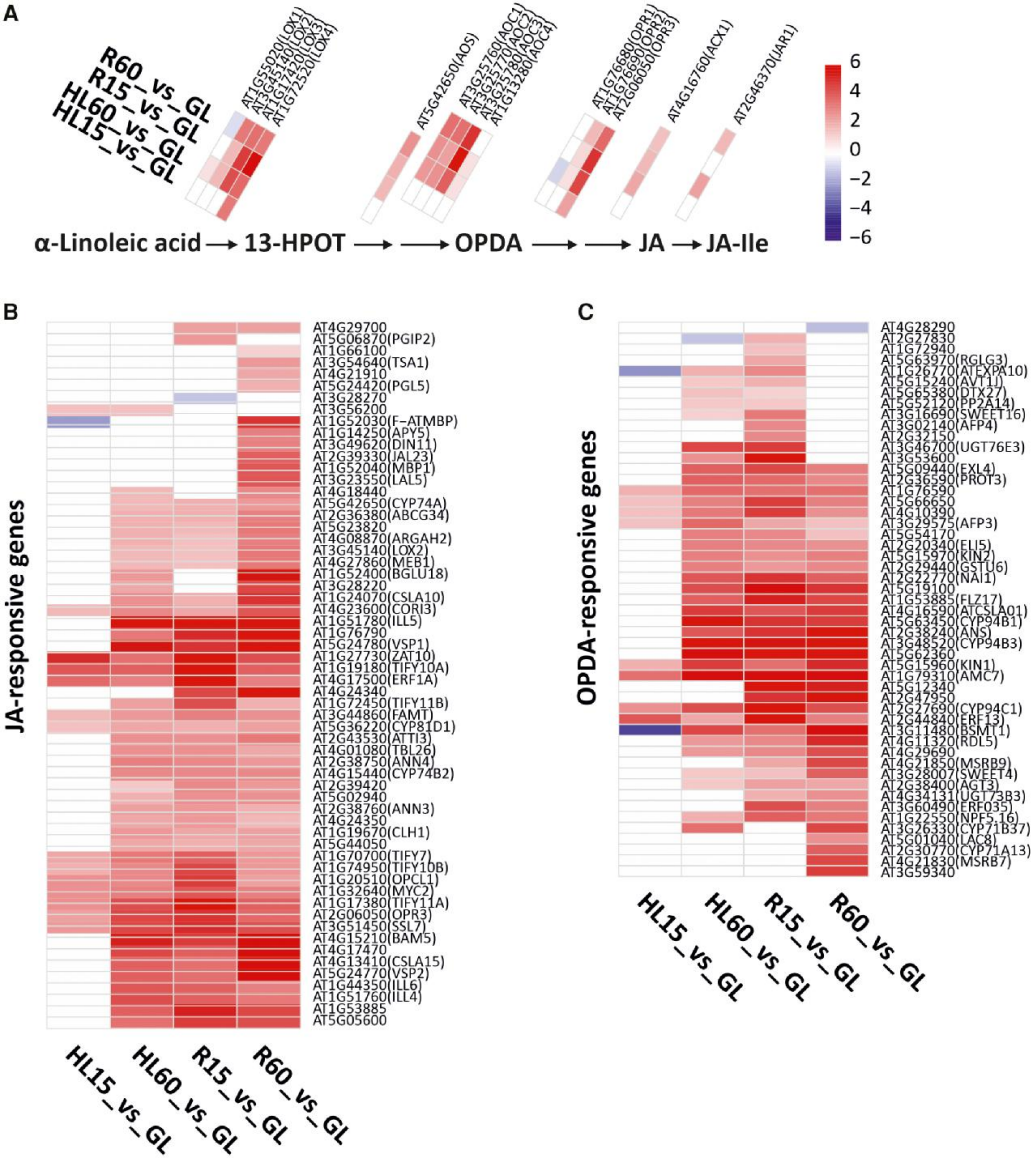
Differential expression of oxylipin-responsive genes in leaves treated in high light (HL) and in recovery (R) at growth light (GL) in comparison to control GL leaves. HL treatment was performed by exposing plants to HL for 15 (HL15) and 60 min (HL60), while recovery was performed by transferring HL60 samples to GL to recover for 15 (R15) and 60 (R60) min. **A)** Differential expression of 12-oxo-phytodienoic acid (OPDA) and jasmonic acid (JA) synthesis genes. Gene names are listed in the text. 13-hydroperoxy-octadecatrienoic acid (13-HPOT); conjugation of JA with isoleucine (JA-Ile). **B)** Differential expression of JA-responsive genes. **C)** Differential expression of OPDA-responsive genes. The genes indicated in **B** and **C)** were previously reported to be upregulated in response to OPDA and JA treatments in (Gollan and Aro 2020). Red and blue color scale (log2-fold change) shows the degree of upregulation and downregulation of the genes, respectively. Only the statistically significant log2-fold changes (*P* < 0.05) in gene expression in comparison to GL are shown in the figure. Non-significant values were replaced by 0 in the heat map.

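Supplementary Fig. S1A draws 57 genes that respond to singlet oxygen and Supplementary Fig. S1B 45 genes that respond to hydrogen peroxide. The median log2 fold change of the singlet oxygen list against GL was 2.05 at R15 and 1.06 at R60, and at R15 45 of its genes were called higher. The list rose from HL60 to R15 by a median of 1.25 (camera, adjusted p = 3.65e-12) and fell from R15 to R60, with a median of -0.96 (adjusted p = 0.00144). In the 3 R15 libraries the median was 2.04, 2.05 and 1.98. The median of the hydrogen peroxide list was 1.07 at HL15, 1.22 at HL60, 0.79 at R15 and 0.90 at R60. With genes at or under 3 counts in a group set at their bound, the R60 median was 0.44, and without R60 replicate 2 it was 0.35. Tested directly, the list fell from HL60 to R60 with a median of -0.99 (adjusted p = 0.00973), while from HL60 to R15, with a median of -0.45, it did not pass (adjusted p = 0.0560). From HL15 to HL60 no rise of the list was found, the median of that comparison being -0.33 (adjusted p = 0.199).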

The expression of ^1^O_2_-responsive genes peaked at R15 (Supplementary Fig. S1A), whereas the expression of H_2_O_2_-responsive genes increased with HL treatment and decreased during the R phase (Supplementary Fig. S1B). About half of the ABA-responsive genes showed increased expression in HL60 and R15, whereas the expression of SA-responsive genes did not change substantially in HL or during R (Supplementary Fig. S2).

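Supplementary Fig. S2 draws 49 ABA-responsive and 31 SA-responsive genes. Of the ABA-responsive genes, 25 were higher than GL at HL60 and 23 at R15 with an adjusted p under 0.05, which is 51.0% and 46.9% of the list, and 5 and 6 were lower. The list's median log2 fold change was 0.85 at HL60 and 0.72 at R15 (camera, adjusted p = 4.81e-05 and 0.00206). The SA-responsive genes had medians of 0.44 at HL15, 0.25 at HL60, 0.24 at R15 and 0.37 at R60. The list passed with camera at HL15 (adjusted p = 0.000102) but not at HL60, R15 or R60 (adjusted p = 0.165, 0.172 and 0.0703). With fry it passed in every treatment. With an adjusted p under 0.05, 16 of the genes changed at HL15, 14 at HL60 and 18 at R15. At R60, 23 of them changed with an adjusted p under 0.05, 17 upward and 6 downward, and 12 of these also passed the fold minimum.

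**Figure D3:**
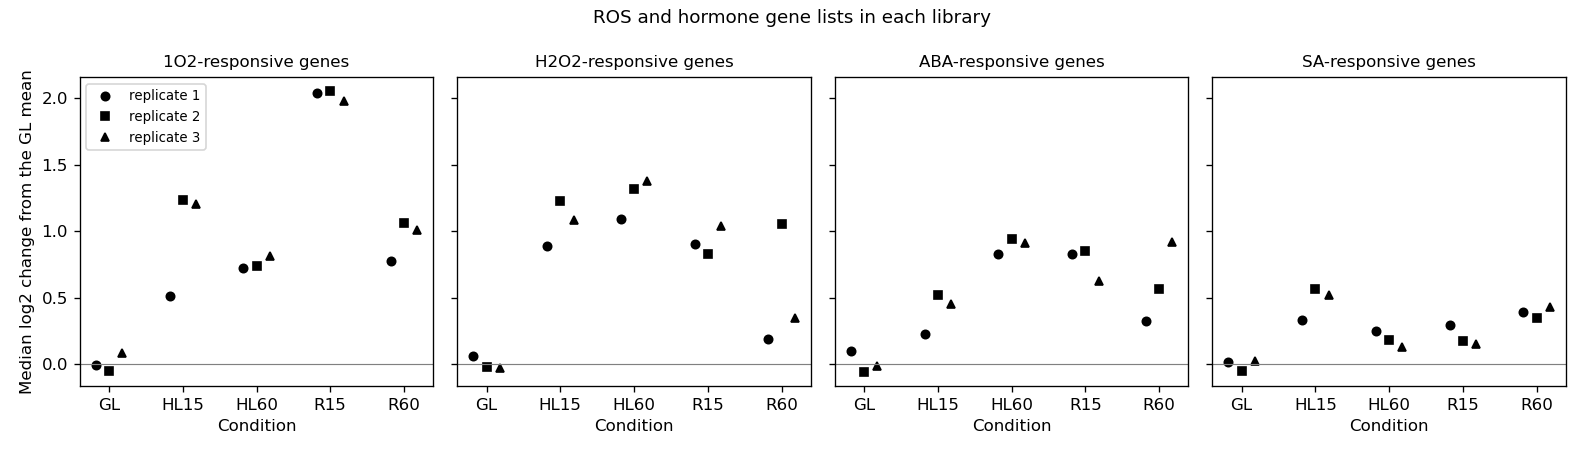
Median log2 change from the GL mean (vertical axis) over the genes of the singlet oxygen, hydrogen peroxide, ABA and SA lists in each library of GL, HL15, HL60, R15 and R60, with 1 point per library and the symbol giving the replicate. The singlet oxygen list is highest in the R15 libraries, and the SA list stays between 0.34 and 0.43 in the R60 libraries.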

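Here a JA-responsive gene was counted as sustained in R when it was called higher at HL60 than in GL and was higher with an adjusted p under 0.05 at R15 or R60 than at HL60. Of the 60 JA-responsive genes, 15 met this definition. The count rested on single libraries. It was 27 without HL60 replicate 1, of which 13 were among those found with all libraries, and 8 without GL replicate 2. VSP2 (AT5G24770) rose from 1065 ± 716 normalized counts in GL to 16747 ± 14300 at HL60 and 59153 ± 4130 at R60 (SD, n = 3). Its log2 fold change against GL was 3.10 at HL60 and 6.02 at R60 (adjusted p = 0.0166 and 0.000115 from limma with Benjamini-Hochberg adjustment). JAZ8 (AT1G30135) had 533 ± 118 normalized counts at R15 against 4.51 ± 2.95 in GL, and 52.6 ± 26.3 at R60. Its log2 fold change was 2.31 at HL60 against GL and 4.40 from HL60 to R15 (adjusted p = 0.0235 and 0.000625). JAZ8 thus met both parts of the definition, but is not among the 15 genes counted. JAZ10 had log2 fold changes of 5.48 at R15 and 4.44 at R60, and at HL60 its change of 2.84 did not pass (adjusted p = 0.0766), while without HL60 replicate 1 it was 4.88. Rap2.6 was at 313 ± 333 normalized counts at HL60 and 321 ± 199 at R60 (SD, n = 3), so the difference between these conditions was smaller than the spread of the replicates. AOS rose by a log2 fold change of 2.58 at R60 (adjusted p = 0.000898). At HL60 its change of 1.24 did not pass (adjusted p = 0.0701), so AOS did not meet the definition.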

JA-responsive genes that were activated at HL60, but their transcripts strongly increased during the R phase (Fig. 3), are called R-sustained genes hereafter. To confirm that JA is indeed involved in induction of R-sustained genes, we further tested the expression of a specific set of R-sustained marker genes (*VSP2*, *JAZ8*, *JAZ10, Rap2.6*, and *AOS*, Supplementary Table S2) in mutants lacking the JA receptor COI1 (*coi1-1*, *coi1-2*) by reverse transcription quantitative PCR (RT-qPCR) analysis. In this experiment, the leaves of wild type (WT) and the 2 *coi1* mutants were collected from the GL and after the exposure of leaves first to HL treatment for 60 min and then for 60 min to GL for recovery (R60) (Fig. 1B). Under initial GL conditions, the expression of selected genes was strongly (*VSP2*, *JAZ10* and *Rap2.6*) or slightly (*AOS*) lower in both *coi1* mutants compared to WT (Fig. 4). After HL treatment for 60 min followed by R for 60 min, the marker genes were significantly upregulated in WT, but not in the *coi1* mutants (Fig. 4), providing strong evidence that the JA signaling indeed initiates the expression of these genes during the R phase.

**Figure 4.**
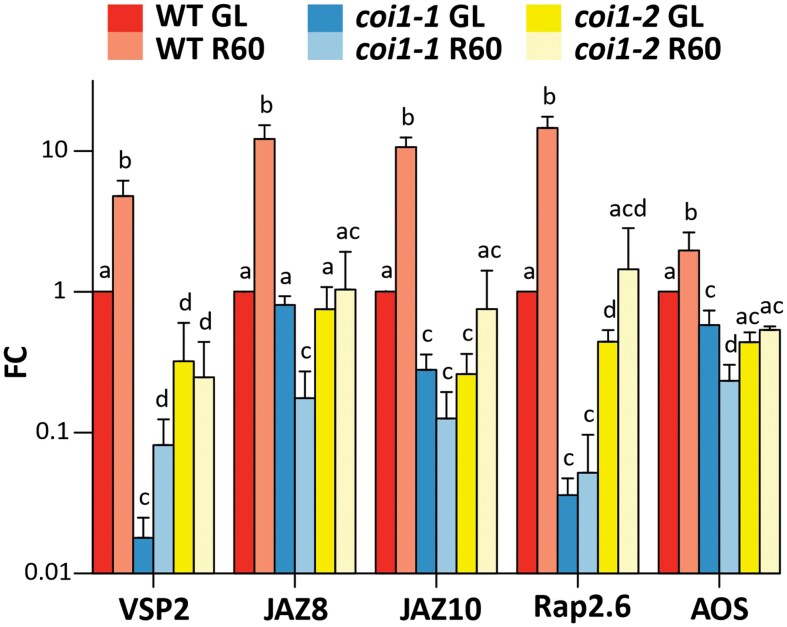
Relative expression of selected recovery-sustained genes in the wild type (WT) and *coi1* mutants. Reverse transcription quantitative PCR (RT-qPCR) assay was performed from leaves illuminated at growth light (WT GL; *coi1-1* GL; *coi1-2* GL) and from plants treated with high light (HL) for 60 min and then returned to GL for 60 min to recover from HL stress (WT R60; *coi1-1* R60; *coi1-2* R60). The following R-sustained genes were analyzed: *VSP2*, *JAZ8*, *JAZ10*, *Rap2.6* and *AOS*. The fold change (FC) of gene expression, normalized to WT GL values, is expressed on a logarithmic scale. Values represent the mean ± SD of 3 independent samples. Statistical analysis (ANOVA test, Tukey-HSD, *P* < 0.05) was done before transformation of the values to logarithmic scale. Letters indicate significant differences between the treatments.

### Short HL exposure is sufficient to enhance the expression of JA-responsive recovery genes

We then investigated the duration of the HL pretreatment required to enhance the expression of R-sustained marker genes in Arabidopsis leaves during the subsequent recovery in GL (Fig. 1C). For this analysis, the expression of specific R-sustained marker genes (*JAZ8*, *Rap2.6*, *VSP2*, *AOC2*, *AOS*) was determined by RT-qPCR (Fig. 5A). The expression of these genes remained largely unchanged during the HL treatment compared to GL, but a clear upregulation was observed during the R phase. Even a very short HL pretreatment of 2 min was sufficient to induce the upregulation of *JAZ8* and *Rap2.6* genes during the subsequent R phase, whereas *VSP2*, *AOC2* and *AOS* genes required a longer HL pretreatment of 60 min to be upregulated in the R phase (Fig. 5A). On the contrary, the expression level of selected *HSP* genes, known to be induced by HL (Supplementary Table S2), behaved differently. The expression of these genes already increased during HL but remained stable or decreased during R phase (Fig. 5B).

**Figure 5.**
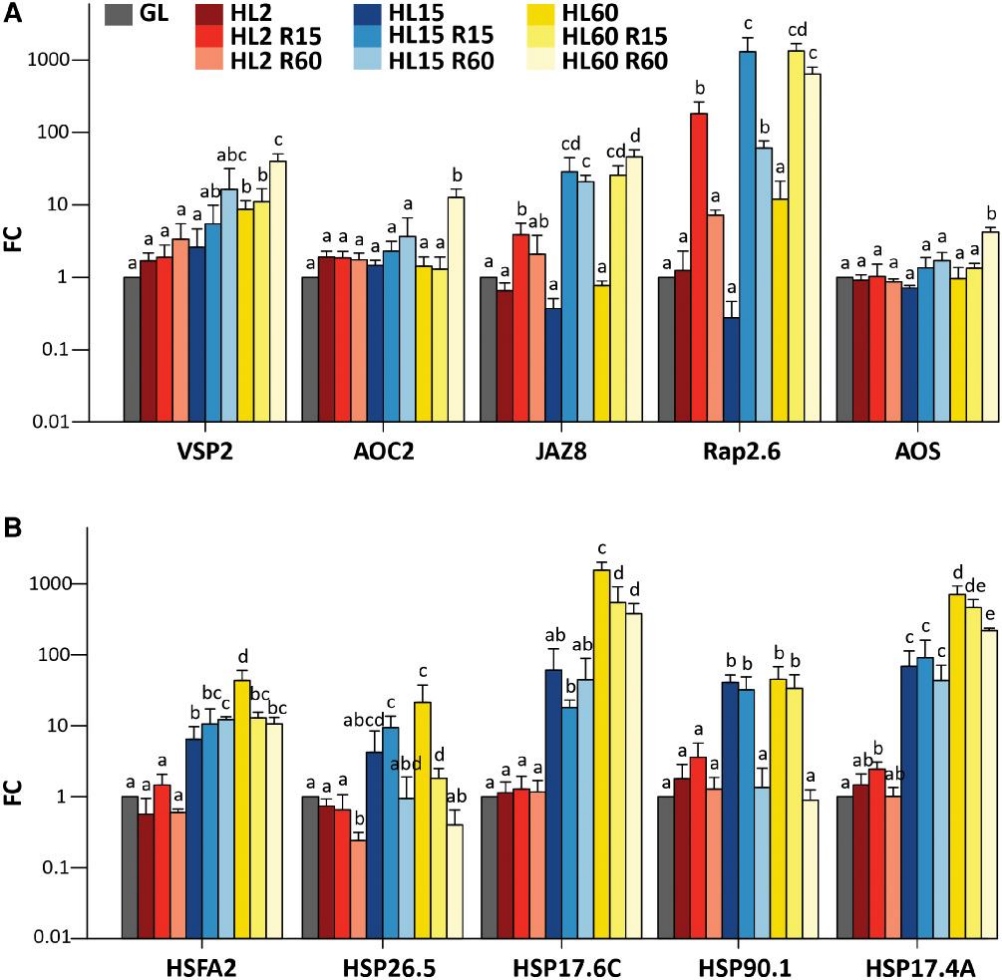
Relative expression of selected recovery-sustained genes and *HEAT SHOCK PROTEIN* (*HSP*) genes in wild type Arabidopsis leaves exposed to different durations of high light (HL) treatment followed by a recovery (R) period in growth light (GL). Reverse transcription quantitative PCR (RT-qPCR) measurements were performed on leaves taken from plants before HL treatment (GL) and after exposure to HL for 2 min (HL2), 15 min (HL15), or 60 min (HL60). After HL treatment, the leaves were returned to GL and the recovery from HL stress was monitored for 15 min (HL2 R15; HL15 R15; HL60 R15) or 60 min (HL2 R60; HL15 R60; HL60 R60). **A)** The following R-sustained genes were analyzed: *VSP2*, *AOC2*, *JAZ8*, *Rap2.6*, and *AOS*. **B)** The following HL-induced *HSP* genes were analyzed: *HSFA32*, *HSP26.5*, *HSP17.6C*, *HSP90.1*, and *HSP17.4A*. The fold change (FC) of gene expression, normalized to GL values, is expressed on a logarithmic scale. Values represent the mean ± SD of 4 independent samples. Statistical analysis (ANOVA test, Tukey-HSD, *P* < 0.05) was done before transformation of the values to logarithmic scale. Letters indicate significant differences between the treatments.

### Changes in leaf hormone and antioxidant contents during HL and recovery phase

To assess the relationship between the gene expression and metabolite accumulation during the HL-exposure and subsequent R phase of the leaves at GL, we next analyzed the abundance of stress hormones, H_2_O_2_, and molecular antioxidants during the course of HL and R. Distinct patterns in metabolite concentrations were displayed throughout the experiment (Figs. 6 and 7). No significant changes were observed in the amounts of SA and ABA in HL, whereas both ABA and SA levels decreased during the R60 phase (Fig. 6, A and B). OPDA levels showed an initial increase at HL60, followed by a subsequent decrease during the R phase (Fig. 6C). In contrast, JA levels clearly increased during the HL treatment, and even more during the subsequent R phase (Fig. 6D).

**Figure 6.**
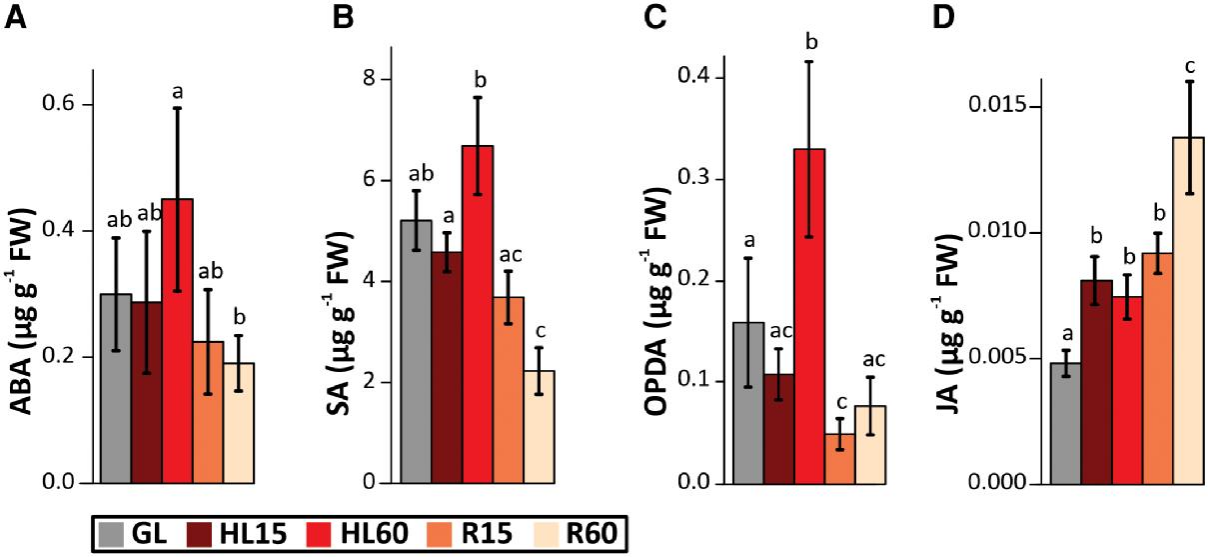
Concentration of stress hormones in leaves exposed to high light (HL) and subsequently transferred to recovery (R) conditions at growth light (GL). Measurements were made on leaves taken from plants before HL treatment (GL), after 15 min (HL15) and 60 min (HL60) of HL exposure, and during the R at GL for 15 min (R15) and 60 min (R60) after 60 min of HL treatment. **A)** Abscisic acid (ABA). **B)** Salicylic acid (SA). **C)** 12-oxo-phytodienoic acid (OPDA). **D)** Jasmonic acid (JA). The concentrations were expressed as μg in g of leaf fresh weight (FW). Values represent the mean ± SD of 4 independent samples. Letters indicate significant differences between the treatments (ANOVA, Tukey-HSD, *P* < 0.05).

**Figure 7.**
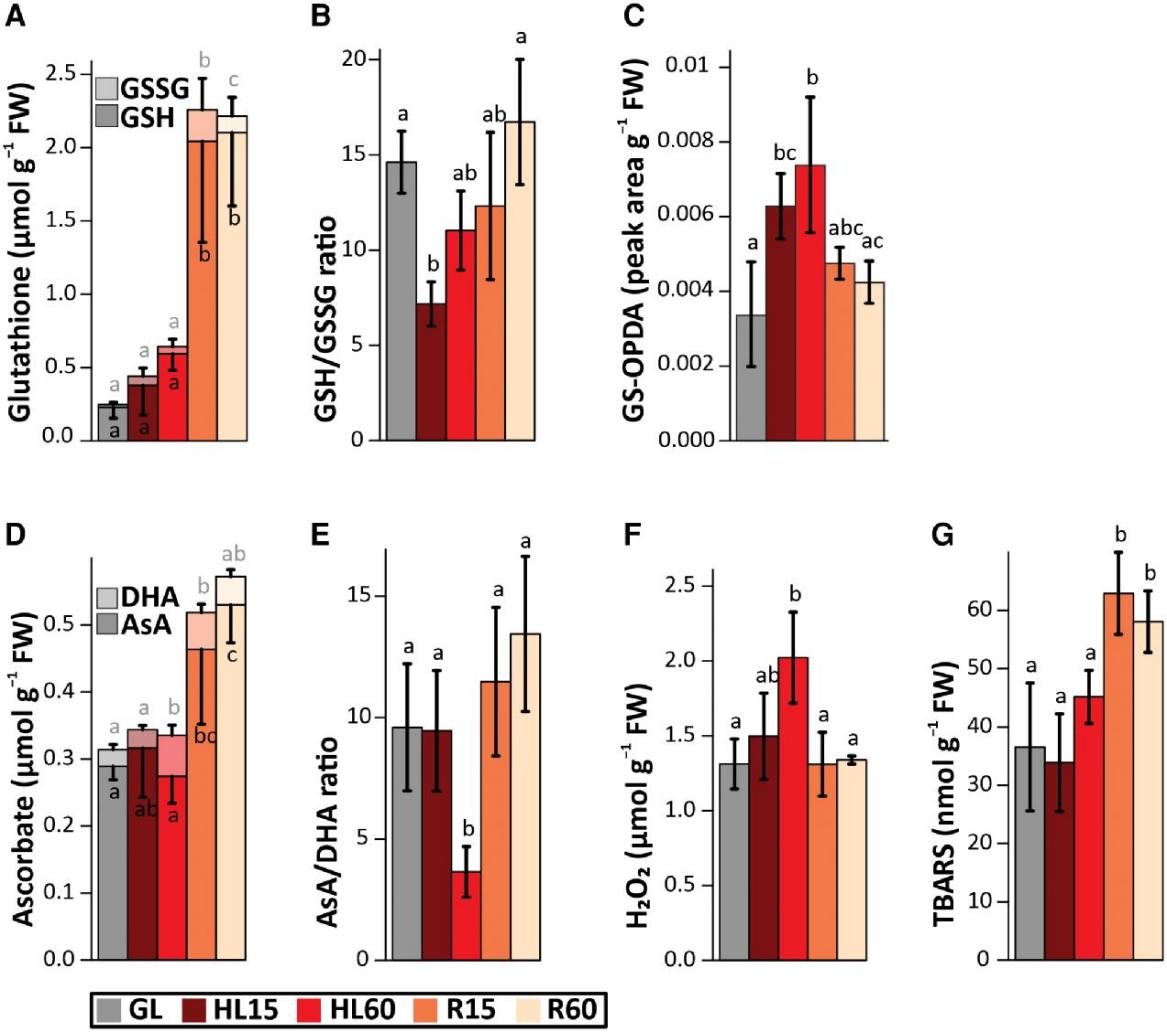
Concentration of antioxidants, hydrogen peroxide (H_2_O_2_), and thiobarbituric acid reactive substances (TBARS) in leaves exposed to high light (HL) and during subsequent recovery (R) at growth light (GL). Measurements were performed on leaves taken from plants before HL treatment (GL), after 15 min (HL15) and 60 min (HL60) of HL exposure and during recovery at GL for 15 min (R15) and 60 min (R60) after 60 min of HL treatment. **A)** Concentration of glutathione (GSH) and oxidized glutathione (GSSG). **B)** Ratio of GSH to GSSG. **C)** Content of 12-oxo-phytodienoic acid conjugated to GSH (GS-OPDA). **D)** Concentration of ascorbate (AsA) and dehydroascorbate (DHA). **E)** Ratio of AsA to DHA. **F)** Concentration of H_2_O_2_. **G)** Concentration of TBARS. The concentrations were expressed as μmol **(A, D, F)**, nmol **(G)** and peak area **(C)** in g of leaf fresh weight (FW). Values represent the mean ± SD of 4 independent samples. Letters indicate significant differences between the treatments (ANOVA, Tukey-HSD, *P* < 0.05).

The concentrations of molecular antioxidants were also measured to evaluate their role in response to HL and R treatments. GSH content remained unchanged during the HL treatment but showed a significant increase during the R phase (Fig. 7A). GSSG peaked at R15 and decreased at R60 (Fig. 7A). In addition, the amount of OPDA conjugated to GSH (GS-OPDA) increased during HL exposure and then decreased during R phase (Fig. 7C).

Amino acids with antioxidant properties were measured from leaves to assess their contribution to antioxidant capacity. Methionine levels increased with HL treatment and remained elevated during R phase (Supplementary Fig. S3). Homocysteine, tryptophan, and histidine levels spiked in HL60 and decreased during the R phase (Supplementary Fig. S3).

Reduced ascorbate (AsA) levels increased during R phase, and correspondingly, oxidized ascorbate (DHA) levels increased with HL treatment and decreased during R (Fig. 7D). H_2_O_2_ levels peaked at HL60 and decreased during R phase, whereas lipid peroxidation levels, as measured by thiobarbituric acid reactive substances (TBARS), increased during R phase (Fig. 7, F and G).

### Transcript accumulation of the genes encoding GSH metabolic enzymes during HL and subsequent recovery

Since the GSH levels were particularly elevated in R phase, we next analyzed the expression response of genes encoding proteins involved in GSH metabolism, after both HL and R phases. The genes related to GSH biosynthesis, cellular transport, and recycling were differentially expressed in HL and subsequent R phases (Fig. 8, Supplementary Table S3). 

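Supplementary Table S3 lists 26 genes of GSH metabolism. With an adjusted p under 0.05 over all genes tested, 4 of them changed at HL15, 17 at HL60, 20 at R15 and 19 at R60. Adjusted over the list alone, the counts were 3, 18, 20 and 19. GSH1, which encodes the first enzyme of GSH synthesis, rose little, with a log2 fold change of 0.22 at R60 (adjusted p = 0.0316 from limma with Benjamini-Hochberg adjustment). GR2, a glutathione reductase gene, fell by a log2 fold change of -0.87 at R60 (adjusted p = 6.50e-06).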

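GSH2 (AT5G27380), on chromosome 5 from 9667912 to 9671015 of TAIR10.1, rose from 566 ± 46.4 normalized counts in GL to 1274 ± 185 at R15 and 2804 ± 205 at R60 (SD, n = 3). Its log2 fold change was 1.16 at R15 and 2.31 at R60 (standard error 0.14, adjusted p = 9.76e-06 and 1.73e-08 from limma with Benjamini-Hochberg adjustment). GGCT2;1 (AT5G26220) had a log2 fold change of 1.55 at R15 and 3.34 at R60 (adjusted p = 0.0121 and 3.67e-05). GGCT2;3 rose at both times, by 1.17 and 1.64 on the log2 scale. GGCT2;2 rose at R60, by 1.51, but its change of 0.53 at R15 did not pass (adjusted p = 0.263). LAP1 (AT2G24200) changed by 0.30 at R15 and 0.74 at R60 (adjusted p = 0.0123 and 1.20e-05), and OXP1 (AT5G37830) by 0.27 and 0.24 (adjusted p = 0.0205 and 0.0352). The R15 changes of LAP1 and OXP1 did not pass with upper quartile normalization, which gave 0.20 and 0.17.

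**Figure D4:**
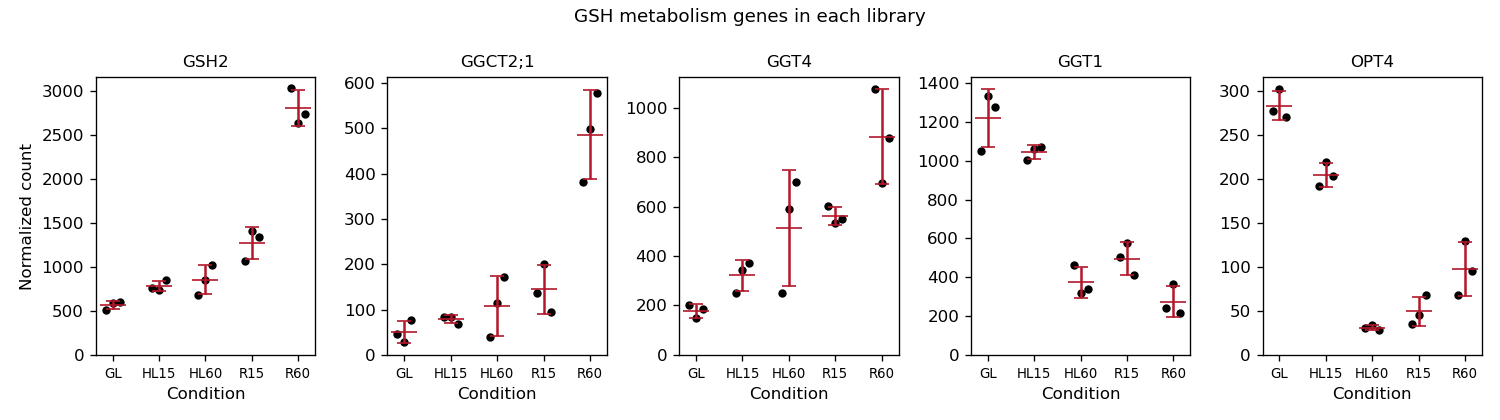
Normalized counts (vertical axis) of GSH2, GGCT2;1, GGT4, GGT1 and OPT4 in GL, HL15, HL60, R15 and R60. Black points are the 3 libraries of a condition, and the red marks are their mean and SD. GSH2, GGCT2;1 and GGT4 have their highest mean at R60, while GGT1 and OPT4 lie below GL at HL60, R15 and R60.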

The expression levels of *GLUTATHIONE SYNTATHASE 2 (GSH2)*, *GAMMA-GLUTAMYL CYCLOTRANSFERASE 2s (GGCT2), LEU AMINOPEPTIDASE 1 (LAP1),* and *ATP-DEPENDENT 5-OXOPROLINASE (OXP1)* were increased during R phase in comparison to GL (Fig. 8). *GSH2* encodes the GSH biosynthetic enzyme that is dually targeted to plastid and cytosol, and it catalyzes the addition of glycine (Gly) to y-glutamyl-cysteine (y-Glu-Cys) (Dorion et al. 2021), while *GGCT2s, LAP1*, and *OXP1* encode the cytosolic enzymes that degrade and recycle GSH (Dorion et al. 2021; Ito and Ohkama-Ohtsu 2023). GSH and y-Glu-Cys are exported from chloroplasts to the cytosol via CHLOROQUINE-RESISTANCE TRANSPORTER-LIKE TRANSPORTER (CLT) (Dorion et al. 2021). 

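CLT1 (AT5G19380) and CLT3 (AT5G12170) encode transporters of GSH in the plastid envelope. At R60 the log2 fold change was 0.69 for CLT1 (standard error 0.25, adjusted p = 0.0387 from limma with Benjamini-Hochberg adjustment) and 0.88 for CLT3 (standard error 0.15, adjusted p = 0.000301). The result for CLT1 rested on single libraries: without GL replicate 2 its log2 fold change was 0.52 and without R60 replicate 2 it was 0.57, and neither passed.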

*CLT* genes were slightly upregulated in R60 (Fig. 8, Supplementary Table S3). Conversely, the expression of the *OLIGOPEPTIDE TRANSPORTER* and *GAMMA-GLUTAMYL TRANSPEPTIDASE 1* genes was significantly decreased in both HL and R phases compared to GL (Fig. 8). These genes encode proteins involved in the transport of GSH to the apoplast and the degradation of GSSG in the apoplast, respectively (Fig. 8) (Zhang et al. 2016; Wongkaew et al. 2018; Ito and Ohkama-Ohtsu 2023), suggesting that the transport of GSH to the apoplast was reduced by the HL and R treatments.

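OPT4 (AT5G64410) fell from 283 ± 16.7 normalized counts in GL to 31.0 ± 2.74 at HL60 and was at 97.6 ± 30.8 at R60 (SD, n = 3). Its log2 fold change was -3.15 at HL60, -2.54 at R15 and -1.57 at R60 (adjusted p = 1.60e-07, 1.02e-06 and 8.66e-05 from limma with Benjamini-Hochberg adjustment), and -0.46 at HL15 (adjusted p = 0.173). GGT1 (AT4G39640), on chromosome 4 from 18399923 to 18403067 of TAIR10.1, changed by -1.72 at HL60 and -2.18 at R60 and was also lower at R15 (adjusted p = 6.21e-06, 5.00e-07 and 5.84e-05). At HL15 the change of GGT1 was -0.22 (adjusted p = 0.440). OPT6 (AT4G27730) fell at HL60 and R15, by log2 fold changes of -1.69 and -1.80. At HL15 its change of -1.19 did not pass (adjusted p = 0.0699). At R60 its log2 fold change was -0.23 (adjusted p = 0.714), and it was 0.04 without R60 replicate 1, so its direction at R60 was not resolved.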

**Figure 8.**
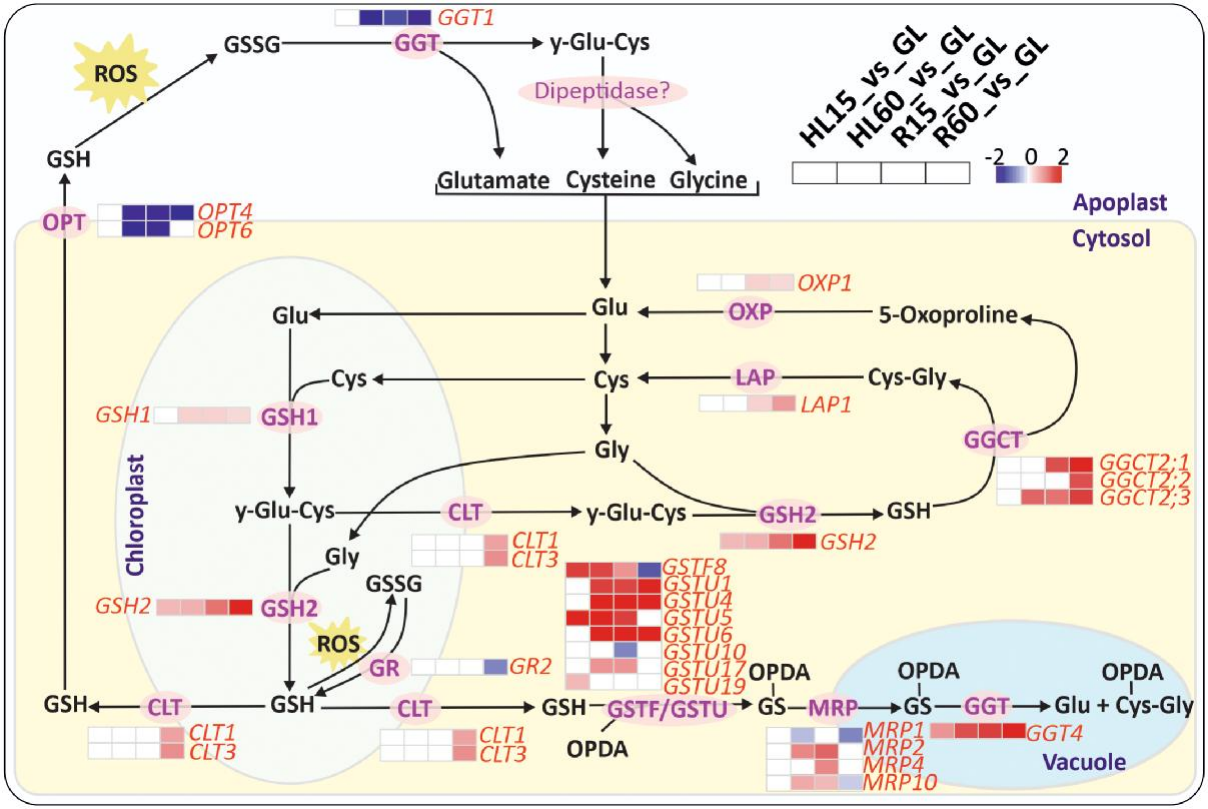
Differential expression of genes involved in glutathione (GSH) metabolism in leaves treated in high light (HL) and in recovery (R) at growth light (GL) in comparison to control GL leaves. HL treatment was performed by exposing plants to HL for 15 (HL15) and 60 min (HL60), while recovery was performed by transferring HL60 samples to GL for 15 (R15) and 60 min (R60) to recover. The illustration of GSH metabolism was modified from (Dorion et al. 2021). *GSTF/GSTU* genes involved in GSH conjugation of 12-oxo-phytodienoic acid (OPDA) were taken from (Skipsey et al. 2011). The red and blue color scale (log2-fold change) shows the degree of up- and downregulation of the genes, respectively. Only genes with statistically significant log2-fold changes in gene expression compared to GL (*P* < 0.05) are shown in the figure. Non-significant values were replaced by 0 in the heat map. The names of genes and corresponding proteins are listed in the text. For the accession numbers of the genes and log2-fold changes, see Supplementary Table S3.

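Among the genes for transport of GSH conjugates into the vacuole in Supplementary Table S3, MRP2 (AT2G34660) rose by a log2 fold change of 1.33 at R15 (standard error 0.12, adjusted p = 5.60e-07 from limma with Benjamini-Hochberg adjustment) and MRP4 by 0.98 (adjusted p = 0.000264). MRP2 also rose at HL60, by 0.92 (adjusted p = 2.24e-05). MRP10 rose at HL60, by 0.62, and at R15, by 0.51 (adjusted p = 0.000278 and 0.000954), and fell at R60, by -0.35 (adjusted p = 0.0126). MRP1 fell at HL60, by -0.47, and at R60, by -0.89 (adjusted p = 0.0105 and 6.70e-05).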

The expression of the genes related to OPDA conjugation with GSH and degradation of GS-OPDA in the vacuole was increased in both HL and R phases (Fig. 8, Supplementary Table S3). Eleven GLUTATHIONE S-TRANSFERASES (GSTs and GSTUs) have been shown to catalyze OPDA conjugation with GSH (Skipsey et al. 2011). Seven out of the 11 genes were upregulated in response to HL and R treatments (Fig. 8, Supplementary Table S3), suggesting that these genes are responsive to OPDA levels in cells (Fig. 6). In addition, *GGT4* gene was upregulated by HL and R treatments (Fig. 8). 

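Supplementary Table S3 gives values for 8 GST genes. With an adjusted p under 0.05, 6 of them were higher than GL at HL60, 6 at R15 and 3 at R60. Counted over the treatments, 7 were higher in at least 1 of them and 5 in both HL and R. GSTU5 (AT2G29450) rose from 4606 ± 388 normalized counts in GL to 24301 ± 414 at HL15 and 43817 ± 26300 at HL60 (SD, n = 3) and had returned to 4736 ± 1100 at R60. GSTU4 (AT2G29460), at 2.31 ± 2.36 normalized counts in GL, changed by a log2 fold change of 3.37 at HL60 and 6.04 at R60 (adjusted p = 0.00965 and 9.99e-05 from limma with Benjamini-Hochberg adjustment). GSTU1 rose by 1.49 and 1.98 on the log2 scale at HL60 and R60. GSTU6 rose by 2.69 at R15 and 2.87 at R60 (adjusted p = 0.0191 and 0.0143), and its HL60 change of 2.22 (adjusted p = 0.0545) was 3.67 without HL60 replicate 1. GSTF8 rose by 1.66 at HL15 and fell by a log2 fold change of -1.16 at R60 (adjusted p = 6.95e-06 and 4.55e-05). GSTU17 rose at HL60, by 0.87, and GSTU10 fell at R15, by -0.84 (adjusted p = 0.0130). The small rise of GSTU19 at HL15, 0.50 (adjusted p = 0.0487), was 0.45 and did not pass with upper quartile normalization.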

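GGT4 (AT4G29210), on chromosome 4 from 14400920 to 14403519 of TAIR10.1, had a mean of 178 normalized counts in GL, 513 ± 235 at HL60 and 884 ± 192 at R60 (SD, n = 3). Its log2 fold change was 1.40 at HL60, 1.66 at R15 and 2.29 at R60 (adjusted p = 0.00171, 0.000346 and 2.12e-05 from limma with Benjamini-Hochberg adjustment). At HL15 it was 0.84 (adjusted p = 0.0506).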

*GGT4* encodes the vacuolar isoform of GGT that initiates GS-OPDA degradation by catalyzing the cleavage of the y-Glu-Cys moiety from GS conjugates (Grzam et al. 2007; Dorion et al. 2021; Ito and Ohkama-Ohtsu 2023). We propose that GS-OPDA conjugate produced in the cytosol is transported to the vacuole via MULTIDRUG RESISTANCE-ASSOCIATED PROTEIN transporters for processing by GGT4 (Dorion et al. 2021; Ito and Ohkama-Ohtsu 2023). Thus, the DEGs associated with GSH metabolism suggest that GSH biosynthesis and recycling are critical for both HL and R processes.

### The *coi1* mutants show slightly faster PSII recovery after the HL treatment

Next, we investigated whether the lack of JA signaling has an effect on photosynthetic light reactions in plants exposed to HL and during subsequent recovery at GL. To this end, we used the *coi1* mutants lacking JA signaling (Fig. 4) and measured the photochemical efficiency of PSII (Fv/Fm) from Arabidopsis leaves. No significant differences in Fv/Fm were detected in HL-exposed plants, but during R phase at GL, Fv/Fm recovered slightly faster in the *coi1* mutants (Supplementary Fig. S4).

## Discussion

Relatively short exposures of Arabidopsis rosettes to HL, ranging from minutes to 1 h, followed by R periods of 15 or 60 min in GL, were applied here to mimic changes in light intensity under natural conditions (Fig. 1). Photosynthetic regulation mechanisms induced by changes in light intensity have been extensively investigated (Roach and Krieger-Liszkay 2012; Tikkanen et al. 2015; Yamori et al. 2015), as well as the expression of stress-responsive genes linked to genetic reprogramming in the plant cell during different durations of HL exposure (Dietz 2015; Gollan et al. 2015; Crisp et al. 2017; Huang et al. 2019; Zandalinas et al. 2020; Balcke et al. 2024; Eirich et al. 2024). However, much less is known about the production of signaling metabolites and gene expression profiles related to the R phase after exposure of plants to HL stress (Dietz 2015; Crisp et al. 2017; Gollan and Aro 2020). To gain specific information about the R phase, Arabidopsis leaves were subjected to global gene expression analysis and determination of the levels of ROS, stress hormones, and antioxidants using the leaves that were (i) maintained at GL, (ii) then transferred to HL for short periods of time, and (iii) finally transferred back to GL for 15 or 60 min for R.

### Short-term HL stress induces hydrogen peroxide, ABA, and oxylipin signals with related gene expression changes

To gain insight into the triggers underlying gene expression changes during HL stress and R, we first traced the components responsible for initiating the HL-responsive signaling cascades in Arabidopsis leaves. Compared to GL-maintained leaves, HL gradually induced H_2_O_2_ accumulation in leaves (Fig. 7F), which is generally reported to be counteracted by the production of antioxidants (Gechev et al. 2002; Hernández et al. 2004; König et al. 2018; Hieno et al. 2019). Although no substantial increase in GSH or ASA content was observed after HL exposure of Arabidopsis, the proportion of oxidized forms of glutathione (GSSG, HL15) and ascorbate (DHA, HL60) increased in leaves (Fig. 7, B and E), strongly suggesting that GSH and ASA were used for protection against oxidative stress, in agreement with previous reports (Yoshimura et al. 2000; König et al. 2018; Alvarez-Fernandez et al. 2021). Similarly, an increase in antioxidant amino acids also plausibly contributed to ROS scavenging in HL (Supplementary Fig. S3) (Khorobrykh et al. 2020). On the contrary, there were no signs of lipid peroxidation as detected by TBARS-reactive substances (Fig. 7G), thus eliminating the risk of severe oxidative stress in the cells. Instead, it is conceivable that the gradual accumulation of H_2_O_2_ allows its use as a signal to regulate gene expression and to induce protective processes to limit further increases in ROS levels.

Although H_2_O_2_ accumulation was only detected in HL60 leaves (Fig. 7F), the upregulation of several H_2_O_2_-responsive genes, such as HSPs, was evident after both 15 and 60 min of HL exposure (Fig. 5B and Supplementary Fig. S1B). These data suggest that H_2_O_2_ is one of the signals produced during leaf exposure to HL, which has been shown to be produced in PSI (Fitzpatrick et al. 2022; Tiwari et al. 2024). 

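HSFA2 (AT2G26150), a heat shock transcription factor gene, rose from 131 ± 25.9 normalized counts in GL to 27578 ± 9230 at HL15 and was at 1667 ± 912 at HL60 (SD, n = 3), log2 fold changes of 7.67 and 3.51 (adjusted p = 6.45e-08 and 3.24e-05 from limma with Benjamini-Hochberg adjustment). HSP90.1 (AT5G52640) changed by 6.56 at HL15 and 4.19 at HL60 (adjusted p = 2.94e-08 and 4.41e-07). HSP17.4A and HSP17.6C changed by 8.35 and 8.37 at HL15 and by 9.20 and 9.46 at HL60. Compared directly, neither gene passed between HL15 and HL60 (0.85 and 1.09, adjusted p = 0.314 and 0.317). HSP26.5, at 3 counts or fewer in every GL library, was at least 108-fold higher at HL15 and at least 17.9-fold higher at HL60. Its HL15 value came mostly from replicate 1, with 862 normalized counts against 61.4 and 45.5 in the other libraries.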

Singlet oxygen is also produced in HL (Triantaphylidès et al. 2008; Dmitrieva et al. 2020), while it is very efficiently scavenged by carotenoids and tocopherol (Ramel et al. 2012; Dmitrieva et al. 2020), which is likely reflected in the strong differences in ^1^O_2_-responsive gene expression between 15 and 60 min duration of the HL treatments (Supplementary Fig. S1A). 

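In the list of Supplementary Fig. S1A the median log2 fold change against GL was 0.99 at HL15 and 0.71 at HL60. Compared directly, the list had a median of -0.28 from HL15 to HL60 (camera, adjusted p = 0.0284), with 4 genes called higher and 15 lower at HL60. This did not pass without HL60 replicate 1, HL15 replicate 2 or HL15 replicate 3, and the median lay between -0.48 and -0.21 over the 6 fits that each left out 1 of the libraries.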

In this work, OPDA and JA biosynthesis genes were already moderately to highly upregulated in HL (Fig. 3), and this increased expression was reflected in the accumulation of oxylipins in leaves (Fig. 6). 

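At HL15 the synthesis genes had a median log2 fold change of 0.56 (camera, adjusted p = 0.0134), and 2 of them were called. The JA-responsive and OPDA-responsive lists had medians of 0.51 and 0.41 at HL15, with 12 and 4 genes called higher. None of these 3 lists passed at HL15 with fry, where the adjusted p was 0.110, 0.324 and 0.367 by limma.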

A portion of ABA-responsive genes was also upregulated by HL treatment (Supplementary Fig. S2A).

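At HL15, 18 of the ABA-responsive genes were higher and 8 lower than GL with an adjusted p under 0.05, and the median log2 fold change was 0.41 (camera, adjusted p = 0.0184).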

Taken together, we conclude that H_2_O_2_, ABA, and oxylipins are among the compounds produced by short-term HL treatment and involved in the initiation of the respective signaling cascades. This is consistent with previous reports highlighting the role of H_2_O_2_-, ABA- and JA-responsive genes in HL stress (Dietz 2015; Balfagón et al. 2019; Hieno et al. 2019; Huang et al. 2019; Zandalinas et al. 2020; Alvarez-Fernandez et al. 2021).

### JA signaling gains importance in recovery from short-term HL stress

The enzymatic synthesis of oxylipins begins with the oxidation of polyunsaturated fatty acids, a process that is enhanced by oxidative stress (Montillet et al. 2004; Knieper et al. 2023). Accordingly, HL has been shown to upregulate oxylipin biosynthesis and increase JA production (Balfagón et al. 2019; Huang et al. 2019), possibly via ROS accumulation (Fig. 9). The initiation of oxylipin synthesis in chloroplasts has been linked to the production of ^1^O_2_ and H_2_O_2_ in photosynthesis (Fischer et al. 2013; Hieno et al. 2019; Lv et al. 2019; Gollan and Aro 2020). In this work, the genes involved in oxylipin biosynthesis were slightly upregulated in HL, while the expression of the genes was further enhanced during the R after HL treatment (Fig. 3A) (Gollan and Aro 2020). This upregulation of the biosynthetic genes also leads to a high accumulation of JA at R60 (Fig. 6). 

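Compared directly with HL60, the synthesis genes had a median log2 fold change of 0.52 at R15 and 0.61 at R60, and neither passed (camera, adjusted p = 0.146 and 0.324). With an adjusted p under 0.05, 3 genes were higher and 1 lower at R15 than at HL60, and 4 were higher and 1 lower at R60. Both medians changed sign without HL60 replicate 1, to -0.18 and -0.16. Without HL60 replicate 3 they were 1.13 and 1.06, and the median at R15 then passed (camera, adjusted p = 0.00845). The JA-responsive list had a median of 1.27 from HL60 to R60 and of 0.63 from HL60 to R15. Both passed with camera (adjusted p = 0.000283 and 0.00453) but not with fry (adjusted p = 0.0894 and 0.337). Without HL60 replicate 1, the median from HL60 to R60 was 0.28 and did not pass with camera (adjusted p = 0.221). From HL60 to R15 it then turned to -0.42.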

We propose that oxylipins function as a molecular memory that continues to reprogram gene expression after HL stress and guides the recovery process at R period (Fig. 9). This conclusion was further strengthened by using the JA receptor *coi1* mutants, which showed a lack of expression of R-sustained genes (Fig. 4), thereby confirming the involvement of JA signaling in R phase.

**Figure 9.**
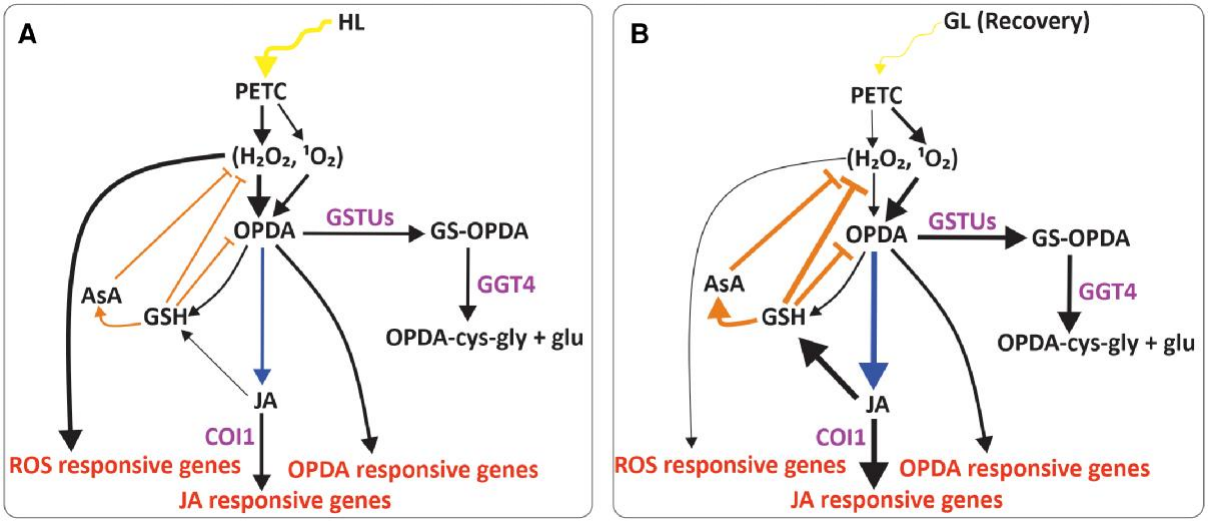
A model of signaling pathways induced by high light (HL) and during subsequent recovery at growth light (GL). **A)** HL triggers the accumulation of reactive oxygen species (H_2_O_2_ and ^1^O_2_), which leads to activation of ROS-responsive genes. Limited levels of reduced glutathione (GSH) and reduced ascorbic acid (ASA) allow ROS signaling to occur. In addition, ROS activate pathways that lead to the synthesis of oxylipins. This results in the accumulation of 12-oxo-phytodienoic acid (OPDA), which is subsequently converted to jasmonic acid (JA). Both OPDA and JA stimulate the expression of oxylipin-responsive genes. **B)** Upon return to GL for recovery from HL stress, accumulation of H_2_O_2_ decreases, while production of ^1^O_2_ continues for some time, resulting in continued synthesis of JA via OPDA. OPDA does not accumulate, because, in addition to its conversion to JA, it is scavenged by GSH via GLUTATHIONE S-TRANSFERASE (GSTU) activity and the GS-OPDA conjugates are processed in vacuoles by GAMMA-GLUTAMYL TRANSPEPTIDASE 4 (GGT4). OPDA and JA stimulate the synthesis of GSH and ASA, which scavenge ROS and restore the redox state of the cells, thereby promoting recovery. The thickness of the arrow indicates the intensity of the pathway. CORONATINE INSENSITIVE 1 (COI1).

In nature, plants are continuously exposed to fluctuating light with recurrent changes in low, moderate, and high irradiance. Photosynthetic regulatory mechanisms respond to these changes in light intensity, while JA may also be involved in protecting against harmful changes caused by light fluctuations. This means that during the day, JA signaling remains active for a longer period of time and is used to prepare for an upcoming increase in light intensity. Such a molecular memory based on the microRNA pathway has been observed to function during heat stress in Arabidopsis (Stief et al. 2014). Here, we observed that the duration of the HL pretreatment that induced upregulation of a set of R-sustained genes was remarkably short (Fig. 5A). Such a rapid release of signal in HL, triggering downstream targets upon subsequent transfer of plants to lower light intensity, has been reported previously (Dietz 2015). This rapid response suggests that even very brief exposure to HL, such as canopy movements, may be long enough to induce JA signaling to control metabolism once typical canopy conditions have returned.

The primary signal generated by HL that leads to JA accumulation, both in HL and especially when plants are returned to GL conditions, has remained elusive. Both H_2_O_2_ and ^1^O_2_ trigger oxylipin biosynthesis (Fischer et al. 2013; Hieno et al. 2019; Gollan and Aro 2020), but here we show a decrease in H_2_O_2_ levels back to the control levels and a decrease in H_2_O_2_ signaling already within 15 min in R conditions (Fig. 7F and Supplementary Fig. S1). The ROS produced at the beginning of R could be ^1^O_2_, since the expression of ^1^O_2_-induced genes peaked at R15 (Supplementary Fig. S1A). This is further supported by the observation that the accumulation of TBARS (Fig. 7G), indicative of lipid peroxidation, continued during R phase. Thus, it is possible that OPDA was still produced in chloroplasts during R phase, but the total amount decreased due to its high conversion to JA (Fig. 6). Photodamaged PSII complexes could be the source of ^1^O_2_ (Krieger-Liszkay 2005), since Fv/Fm decreased by about 20% during HL treatment and damaged PSII complexes were only gradually repaired at GL (Supplementary Fig. S4) (Rintamäki et al. 1996). Surprisingly, we observed that at GL after HL stress, Fv/Fm in *coi1* mutants was restored slightly faster than in WT (Supplementary Fig. S4). The faster recovery in *coi1* mutants may be caused by the JA-induced growth retardation and induction of defense processes (Sasaki-Sekimoto et al. 2005; Bali et al. 2023) that occurs in WT but is absent in *coi1* mutants. Immediately after the transfer of the plants from HL back to GL, *coi1* mutants may have more resources to be used to repair the photoinhibited PSII centers because of the insufficient induction of the defense processes in mutants lacking the JA receptor.

### Glutathione and ascorbate are key antioxidants to ensure the recovery from HL stress

When Arabidopsis plants were transferred from HL stress to R conditions, a drastic increase in GSH and AsA levels was observed in leaves, and the GSH/GSSG and AsA/DHA ratios were rapidly restored to control levels (Fig. 7), suggesting a critical role for these antioxidants in R processes. JA has been shown to activate the genes involved in GSH and AsA biosynthesis (Sasaki-Sekimoto et al. 2005; Han et al. 2013), suggesting a synergy between JA signaling and the levels of these antioxidants during recovery (Han et al. 2013). JA also induces the expression of genes involved in sulfur assimilation into Cys, an upstream step in GSH synthesis (Jost et al. 2005; Sasaki-Sekimoto et al. 2005). In addition, OPDA induces GSH production by facilitating the binding of CYP20-3 to the cysteine synthase complex (Park et al. 2013; Liu et al. 2020). The increase in the expression of genes encoding enzymes involved in GSH synthesis (*GSH2*) and recycling (*LAP1*, *OXP1*, *GGCT2*) corresponded with GSH accumulation during the R phase (Fig. 8). On the other hand, GSH neutralizes the RES activity of OPDA through glutathionylation of unsaturated double bonds, after which GS-OPDA is targeted for degradation in the vacuole (Dorion et al. 2021; Ito and Ohkama-Ohtsu 2023). Production of GS-OPDA conjugates was highest in HL60, where OPDA also highly accumulated (Figs. 6, C and 7C), suggesting that GS-OPDA conjugation protects cells from the toxic effects of OPDA (Knieper et al. 2023). Furthermore, the concomitant decrease in OPDA and GS-OPDA conjugate during R suggests that in addition to the conversion of OPDA to JA, it is processed in the vacuole by GGT4 (Fig. 8).

AsA is another important antioxidant in plant metabolism (Foyer and Noctor 2011; Noctor et al. 2024). It is linked to GSH metabolism via the ascorbate-glutathione cycle, which scavenges H_2_O_2_ (Foyer and Noctor 2011). Like GSH, AsA levels did not increase during the HL exposure, as previously reported (Balcke et al. 2024), but the content in leaves almost doubled under R conditions at GL (Fig. 7D). It is conceivable that plants do not invest in the synthesis of AsA and GSH during the HL stress and instead prefer the production of ROS for signaling purposes. Conversely, when the HL stress is terminated by shifting plants to R conditions, the increase in AsA and GSH synthesis is crucial for the detoxification of ROS (Fig. 9).

## Conclusions

As demonstrated in Fig. 9, we propose insights into the signaling mechanisms used during the R phase after short-term HL stress. H_2_O_2_ and ^1^O_2_ accumulate in HL, leading to the synthesis of OPDA, which is used for JA synthesis, especially during the R phase. JA acts as a molecular memory in the R phase by inducing the accumulation of GSH and AsA, which scavenge the ROS and restore the redox state of the cells, thereby promoting recovery from the stress. Remarkably, even a short exposure to HL stress, as little as 2 min, is sufficient to initiate some of the signaling cascades typical of the R phase.

## Materials and methods

### Plant material, growth conditions, and light treatments

WT plants of Arabidopsis were used to study signaling initiated by HL treatment and in subsequent R phase at GL. WT and *coi1* mutants were used for the study of JA signaling during R from HL stress. *coi1-1* and *coi1-2* mutant lines at Col-0 background were obtained from The Nottingham Arabidopsis Stock Centre (NASC, Nottingham, UK, N68754 and N68755).

Plants were grown under 8 h of light (100 μmol photons m^−2^ s^−1^) and 16 h darkness for 6 wk in a phytotron growth chamber. Temperature, CO_2_ concentration, and humidity were 23 °C, 400 ppm and 60%, respectively. OSRAM PowerStar HQIT 400/D metal halide lamps (Osram, Munich, Germany) were used for illumination during growth. Leaf number 7 from Arabidopsis rosettes was used for analysis of metabolites and gene expression.

For transcriptomics and metabolite quantification, WT plants were exposed to 1000 μmol photons m^−2^ s^−1^ for 15 min (HL15) or 60 min (HL60), while subsequent recovery from HL60 involved incubation under GL (100 *μ*mol photons m^−2^ s^−1^) for 15 min (R15) or 60 min (R60) (Fig. 1A).

COI1-dependence of the expression of JA marker genes in WT, *coi1-1* and *coi1-2* mutant lines was assessed by RT-qPCR analysis. GL samples were harvested before the HL treatment of 60 min, and the R60 samples were harvested from plants transferred to GL for 60 min after the HL treatment for RT-qPCR analyses (Fig. 1B).

The duration of the HL pretreatment required to enhance the expression of R-sustained marker genes was determined by RT-qPCR analysis. Leaves of WT plants were harvested from GL and after the HL treatment of 2 (HL2), 5 (HL15) and 60 (HL60) min. Following the HL treatment, plants were transferred to GL for recovery for 15 min (R15) and 60 min (R60) (Fig. 1C).

### Measurement of metabolites and glutathione-OPDA conjugate with ultra-performance liquid chromatography

Plant leaves were frozen with liquid nitrogen and ground with mortar to a fine powder. 1 ml of methanol was added to the leaf powder. The samples were subjected to homogenization for 30 s. The suspension was centrifuged at 4 °C for 5 min at 14,000*×g*. 800 *μ*l of supernatant was transferred to an Eppendorf tube for ultra-performance liquid chromatography (UPLC) analysis. UPLC analyses were performed by the Turku Metabolomics Centre (Turku Bioscience Centre, Turku, Finland). The standards for hormones and amino acids were obtained from Sigma-Aldrich (Sigma-Aldrich, St. Louis, MO, USA). The concentrations were expressed as μg in g of leaf fresh weight (FW). The standard for glutathione-OPDA (GS-OPDA) conjugate was obtained from the reaction between GSH and OPDA (Dixon and Edwards 2009) and the concentration was expressed as peak area per g of FW.

### H_2_O_2_ and TBARS measurements

H_2_O_2_ measurement was carried out according to the method described previously (Bela et al. 2018). Leaves were frozen with liquid nitrogen and ground with mortar into a fine powder. 500 *μ*l of 0.1% trichloroacetic acid (TCA) was added to the leaf powder. The suspension was centrifuged at 7000*×g* for 20 min at 4 °C. 250 *μ*l of supernatant was transferred to an Eppendorf tube and 500 *μ*l of 50 mm potassium phosphate buffer (pH 7.0) and 0.5 ml of 1 m potassium iodide were added. Following incubation of 10 min at 25 °C, the absorbance of the samples was measured at 390 nm. Concentration of H_2_O_2_ in the sample was calculated by using a standard curve with known concentrations of H_2_O_2_ and results expressed as μmol H_2_O_2_ in g of FW.

TBARS were measured as described previously (Lima-Melo et al. 2019) to assess the level of lipid peroxidation as an indicator of oxidative stress. The concentrations were expressed as nmol TBARS in g of FW.

### Glutathione measurement

Glutathione measurements were carried out according to the method described previously (Bela et al. 2018). Plant samples were frozen with liquid nitrogen and ground with a mortar to a fine powder. 1.2 ml of 5% TCA was added to the powder and the suspension was centrifuged at 13,000*×g* for 20 min. For the glutathione assay, 100 *μ*l of the supernatant was added to either 100 *μ*l of water (for the total glutathione assay) or 100 *μ*l of 10% 2-vinylpyridine (for the GSSG assay, to mask GSH). 770 *μ*l of 100 mm phosphate buffer (pH 7.5) containing 10 *μ*l each of 1 mm 5,5′-dithio-bis-(2-nitrobenzoic acid), 1 mm NADPH, and 1 unit of GR (Sigma-Aldrich, St. Louis, MO, USA), was added to the mixture and thoroughly mixed. The absorbance of the reaction mixture was measured at 412 nm. The GSH content was calculated by subtracting GSSG concentration from the concentration of total glutathione. The concentration of glutathione in the sample was calculated by a standard curve that was prepared utilizing solutions of glutathione with known concentrations. The concentrations were expressed as μmol in g of FW.

### Ascorbate measurement

Ascorbate levels were measured as described previously (Zhang et al. 2009). Leaf samples were frozen with liquid nitrogen and ground with mortar to a fine powder to which 1.2 ml of 5% TCA was added. The suspension was centrifuged at 13,000*×g* for 20 min. For the determination of total ascorbate, 100 *μ*l of the supernatant were mixed with 100 *μ*l of 10 mm dithiothreitol (DTT). After 10 min incubation, 100 *μ*l of 0.5% *N*-ethylmaleimide (NEM) was added into the mixture and incubated for 15 min. The suspension was neutralized by adding 50 *μ*l of 1 m sodium hydroxide followed by an addition of 100 *μ*l of 0.1 m potassium ferricyanide (K_3_Fe(CN)_6_) in 50 mm phosphate buffer (pH 7.0) and 1 ml of the 0.1 m ferric chloride (FeCl_3_) solution. For reduced ascorbate (AsA), 200 *μ*l of water was added instead of DTT and NEM. The reaction solution was incubated at 37 °C for 30 min and the absorbance of the solution was measured at 735 nm. The concentration of oxidized ascorbate (DHA) was calculated by subtracting the concentration of AsA from the concentration of total ascorbate. The concentration of ascorbate in the sample was calculated by a standard curve with known concentrations of ascorbate. The concentrations were expressed as μmol in g of FW.

### RNA isolation and analysis

The leaf samples were frozen in liquid nitrogen and ground in a mortar, followed by RNA extraction using the innuPREP Plant RNA Kit (Analytik Jena, Jena, Germany) according to the kit instructions.

For RNAseq, the RNA extracts were sent to BGI Europe Genomic Center (Copenhagen, Denmark) for sequencing. Transcript reads of 3 biological replicates were quantified with Salmon (v0.12) software using cDNA sequences from The Arabidopsis Information Resource database (TAIR) for reference. Statistical analysis of differential gene expression was carried out with Bioconductor DESeq2 package (Love et al. 2014). Differentially expressed genes (DEGs) were annotated using the TAIR 10.49.gtf. Genes with read counts lower than 10 were eliminated before the differential expression analysis was performed. DEGs were identified by Wald tests, and the obtained *P*-values were adjusted for multiple testing using the Benjamini-Hochberg correction to control the false discovery rate. DEGs with adjusted *P*-value (padj) < 0.05 were selected to create the Venn diagrams and the heatmaps. Gene enrichment analysis was performed with http://geneontology.org/software (accessed on June 15, 2023). Genes with expression of −1 ≥ log2(FC) ≥ 1 were selected for gene enrichment and Venn diagram analysis.

For RT-qPCR, iScript cDNA Synthesis Kit (Biorad, Hercules, CA, USA) was used to synthesize cDNA from RNA extract. The cDNA solution was diluted fivefold with water before use. RT-qPCR measurements were carried out with a Biorad iq5 real time PCR machine (Biorad, Hercules, CA, USA). RT-qPCR samples contained 10 *µ*l of SYBR Green PCR Master Mix (Biorad, Hercules, CA, USA), 0.5 *µ*l of cDNA, 1 *µ*l of forward primer (10 *µ*M), 1 *µ*l of reverse primer (10 *µ*M) and 3 *µ*l of water. Primers (Supplementary Table S4) for the reference gene UBIQUITIN CONJUGATING ENZYME 9 (UBC9) and marker genes were designed with QuantPrime (accessed on February 10, 2023) and obtained from Sigma Aldrich (St. Louis, MO, USA).

### Photosynthetic efficiency of PSII

The photosynthetic efficiency of PSII (Fv/Fm) in WT and the *coi1* mutant was measured from the seventh leaf of plants with Dual-PAM-100 (Heinz Walz GmbH, Effeltrich, Germany) according to (Kılıç et al. 2023). The plants were dark acclimated for 20 min before measurements.

### Statistical analyses

Statistical significance of metabolite and RT-PCR data was tested by using a 1-way ANOVA with the post hoc Tukey HSD Calculator (https://astatsa.com, accessed on April 30, 2024). The number of biological replicates is indicated in the figure legends.

### Accession numbers

Sequence data used in this article can be obtained from TAIR database based on the accession numbers indicated in the Figures and Supplementary Data.

## Supplementary Material

kiaf143_Supplementary_Data

## Data Availability

The data supporting the findings of this study are available in the article and its Supplementary materials. The transcriptome data have been deposited to the NCBI GEO repository under GSE277977.

# Supplementary material for: Jasmonic acid signaling and glutathione coordinate plant recovery from high light stress
**Source:** Plant Physiol. 2025 Apr 10;197(4):kiaf143. doi: 10.1093/plphys/kiaf143
**Supplement:** kiaf143_Supplementary_Data

## SUPPLEMENTARY DATA

### Jasmonic acid signaling and glutathione coordinate plant recovery from high light stress

Mehmet Kılıç, Peter J. Gollan, Eva-Mari Aro, and Eevi Rintamäki

#### Supplementary Figures:

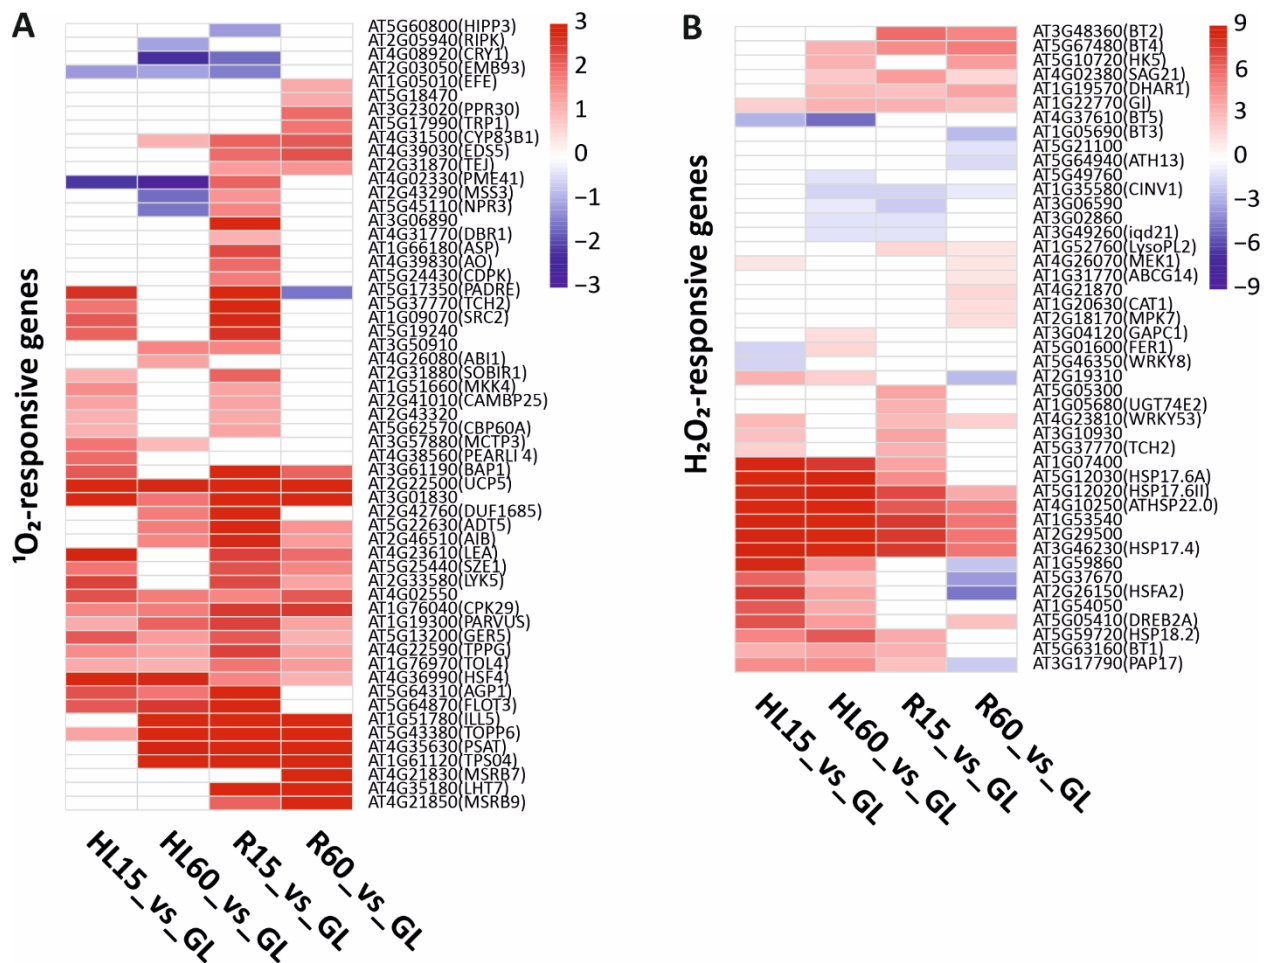

**Supplementary Figure S1.** Differential expression of singlet oxygen ( $^1\text{O}_2$ ) and hydrogen peroxide ( $\text{H}_2\text{O}_2$ ) - responsive genes in high light (HL) and recovery (R) at growth light (GL) in comparison to GL. HL treatment was performed by exposing plants to HL for 15 (HL15) and 60 min (HL60), while recovery was performed by transferring HL60 samples to GL to recover for 15 (R15) and 60 (R60) min. **A)** Differential expression of genes responsive to  $^1\text{O}_2$ . The genes included in the figure are reported to be upregulated in response to  $^1\text{O}_2$  in (Op Den Camp et al., 2003) with the addition of genes included in the following GO terms: singlet

oxygen-mediated programmed cell death (GO:0010343), response to singlet oxygen (GO:0000304), cellular response to singlet oxygen (GO:0071452). **B)** Differential expression of genes responsive to H<sub>2</sub>O<sub>2</sub>. The genes included in the figure are reported to be upregulated in response to H<sub>2</sub>O<sub>2</sub> treatment in (Gollan and Aro, 2020). Red and blue color scale (log<sub>2</sub>-fold change) shows the degree of upregulation and downregulation of the genes, respectively. The scale of <sup>1</sup>O<sub>2</sub> responsive genes is from -3 to 3, while the scale of H<sub>2</sub>O<sub>2</sub> genes is from -9 to 9. Only the statistically significant log<sub>2</sub>-fold changes (p < 0.05) of gene expression in comparison to GL are shown in the figure. Non-significant values were replaced by 0 in the heat map.

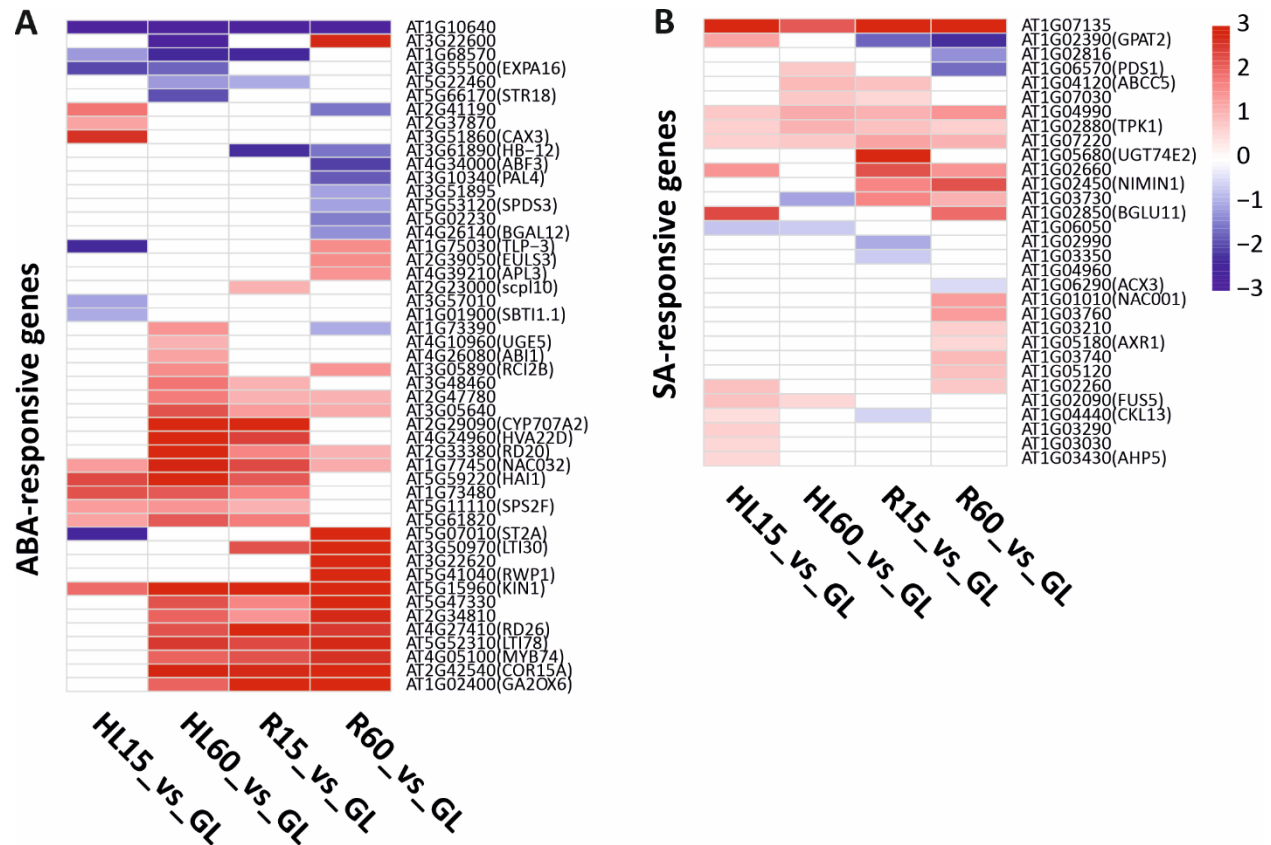

**Supplementary Figure S2.** Differential expression of abscisic acid (ABA) and salicylic acid (SA) -responsive genes in high light (HL) and recovery (R) at growth light (GL) in comparison to GL. HL treatment was performed by exposing plants to HL for 15 (HL15) and 60 min (HL60), while recovery was performed by transferring HL60 samples for 60 min to GL to recover for 15 (R15) and 60 (R60) min. **A)** Differential expression of genes responsive to ABA. The genes included in the figure are reported to be upregulated in response to ABA treatment in (Xin et al., 2005). **B)** Differential expression of genes responsive to SA. The genes included in the figure are reported to be upregulated in response to SA (Zhang et al., 2020). Red and blue color scale (log2-fold change) shows the degree of upregulation and downregulation of the genes, respectively. Only the statistically significant log2-fold changes ( $p < 0.05$ ) of gene expression in comparison to GL are shown in the figure. Non-significant values were replaced by 0 in the heat map.

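The SA-responsive genes drawn in Supplementary Fig. S2B all lie on chromosome 1 of TAIR10.1, between 3631 and 2219649. This stretch holds 553 of the genes tested, 2.70% of them. The color of each cell of the heat map is a log2 fold change against GL, and changes that did not pass are drawn at 0.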

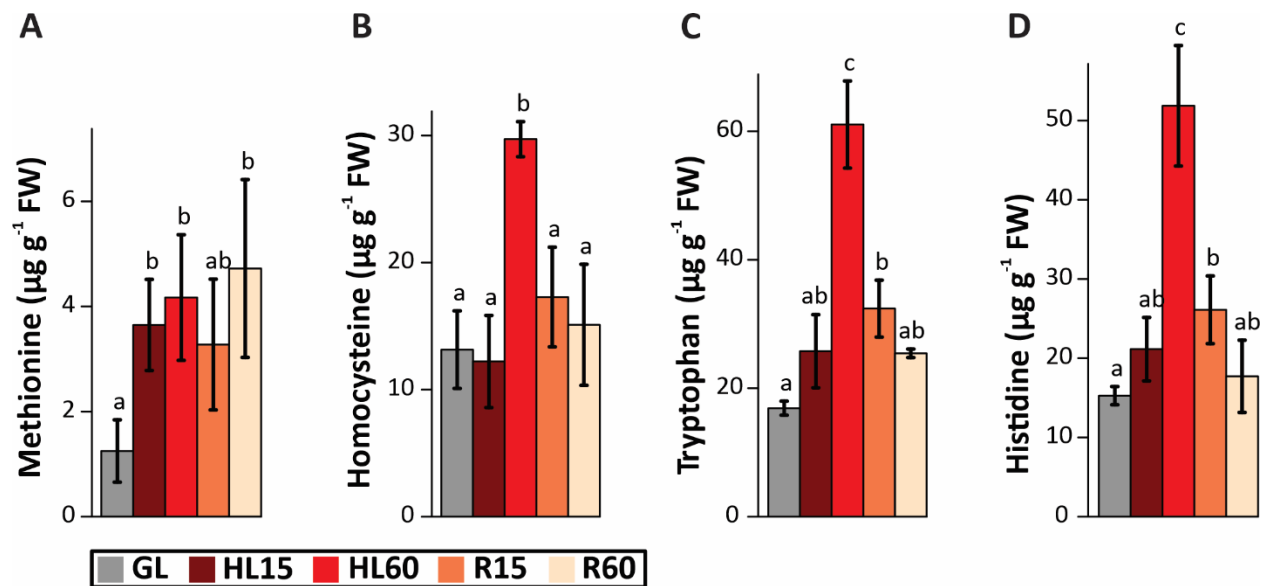

**Supplementary Figure S3.** Content of antioxidant amino acids in leaves exposed to high light (HL) and subsequently moved to recover (R) at growth light (GL). **A)** Methionine. **B)** Homocysteine. **C)** Tryptophan. **D)** Histidine. Measurements were done with leaves taken from plants before the HL treatment (GL), after 15 min (HL15) and 60 min (HL60) of HL exposure, and during the recovery at GL for 15 min (R15) and 60 min (R60) after 60 min HL treatment. The values represent the mean  $\pm$  SD of four independent samples. The concentrations were expressed as  $\mu\text{g}$  in g of leaf fresh weight (FW). Letters indicate significant differences between the treatments (ANOVA, Tukey-HSD,  $p < 0.05$ ).

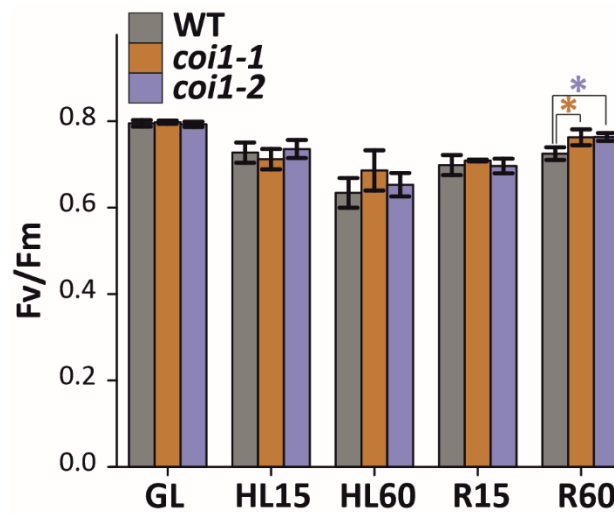

**Supplementary Figure S4.** Photochemical efficiency of photosystem II (Fv/Fm) in leaves of wild type (WT) and *coi1* mutants (*coi1-1* and *coi1-2*) exposed to different durations of high light (HL) and under subsequent recovery (R) at growth light (GL). The Fv/Fm values were measured from plants before the HL treatment (GL), after 15 (HL15) and 60 (HL60) min of HL, as well as during recovery under GL conditions for 15 (R15) and 60 (R60) min after 60 min HL treatment. Values represent the mean  $\pm$  SD of four independent samples. Asterisk (\*) indicates significant difference between WT and *coi1* mutants (ANOVA, Tukey-HSD,  $p < 0.05$ ).

## Supplementary Tables:

**Supplementary Table S1.** Gene enrichment analysis of biological processes upregulated in high light (HL) and recovery (R) at growth light (GL) in comparison to GL control conditions.

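Supplementary Table S1 compares, for each treatment, how often genes of a GO process occur among the genes called higher than GL with how often they would occur by chance. A value of fold enrichment depends on which genes carry the term and on the genes used as background. The terms of each gene were not analysed here, so no enrichment was computed.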

| GO biological process                                   | GO term ID | Fold Enrichment |            |            |            |
|---------------------------------------------------------|------------|-----------------|------------|------------|------------|
|                                                         |            | HL15_vs_GL      | HL60_vs_GL | R15_vs_GL  | R60_vs_GL  |
| Response to hydrogen peroxide                           | GO:0042542 | <b>7.6</b>      | <b>5.2</b> | <b>3.7</b> | <b>3.1</b> |
| Response to reactive oxygen species                     | GO:0000302 | <b>5.7</b>      | <b>4.2</b> | <b>3.4</b> | <b>2.9</b> |
| Response to oxidative stress                            | GO:0006979 | <b>4.1</b>      | <b>2.8</b> | <b>3.5</b> | <b>2.5</b> |
|                                                         |            |                 |            |            |            |
| Glutathione metabolic process                           | GO:0006749 | 1.9             | <b>3.3</b> | <b>2.8</b> | <b>3.0</b> |
|                                                         |            |                 |            |            |            |
| Regulation of jasmonic acid mediated signaling pathway  | GO:2000022 | <b>6.7</b>      | <b>5.8</b> | <b>6.5</b> | <b>5.3</b> |
| Jasmonic acid mediated signaling pathway                | GO:0009867 | <b>4.9</b>      | <b>6.4</b> | <b>6.4</b> | <b>4.6</b> |
| Cellular response to jasmonic acid stimulus             | GO:0071395 | <b>4.4</b>      | <b>6.5</b> | <b>6.6</b> | <b>4.8</b> |
| Response to jasmonic acid                               | GO:0009753 | <b>3.6</b>      | <b>5.2</b> | <b>5.5</b> | <b>4.2</b> |
| Jasmonic acid biosynthetic process                      | GO:0009695 | 4.9             | <b>7.6</b> | <b>5.4</b> | <b>5.8</b> |
| Jasmonic acid metabolic process                         | GO:0009694 | 2.8             | <b>6.4</b> | <b>4.4</b> | <b>5.1</b> |
|                                                         |            |                 |            |            |            |
| Abscisic acid-activated signaling pathway               | GO:0009738 | <b>3.4</b>      | 1.8        | <b>2.5</b> | 1.5        |
| Cellular response to abscisic acid stimulus             | GO:0071215 | <b>3.1</b>      | 1.6        | <b>2.3</b> | 1.4        |
| Response to abscisic acid                               | GO:0009737 | <b>3.6</b>      | <b>2.6</b> | <b>2.7</b> | <b>2.0</b> |
| Regulation of abscisic acid-activated signaling pathway | GO:0009787 | <b>3.0</b>      | 1.7        | 1.9        | 1.5        |
|                                                         |            |                 |            |            |            |
| Regulation of salicylic acid metabolic process          | GO:0010337 | <b>7.8</b>      | < 0.01     | <b>3.7</b> | 0.6        |
| Salicylic acid mediated signaling pathway               | GO:0009863 | <b>6.0</b>      | <b>2.8</b> | <b>5.8</b> | <b>2.9</b> |
| Cellular response to salicylic acid stimulus            | GO:0071446 | <b>5.9</b>      | 2.1        | <b>5.7</b> | <b>2.7</b> |
| Response to salicylic acid                              | GO:0009751 | <b>6.5</b>      | <b>2.1</b> | <b>4.8</b> | <b>2.9</b> |

Columns: 15 min HL (HL15), 60 min HL (HL60), 15 min R under GL (R15) and 60 min R under GL (R60) after 60 min HL treatment. Differentially expressed genes (DEGs) with log<sub>2</sub>-fold change (FC) value higher than 1 (log<sub>2</sub> FC >1, p value < 0.05) were selected for gene enrichment analysis. Statistically significant enrichments (p < 0.05) are bolded.

**Supplementary Table S2.** Average transcript counts of marker genes in RNAseq analyses selected for the reverse transcription quantitative PCR (RT-qPCR) assay presented in Figures 4 and 5.

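Supplementary Table S2 gives the mean of the 3 normalized counts per condition for the genes chosen for RT-qPCR. The means computed here from the libraries had, for example, an SD of 631 in GL and 4230 at R60 for AOC2 (AT3G25770), whose log2 fold change was 2.03 at HL60 and 3.43 at R60 (adjusted p = 0.0206 and 0.000527 from limma with Benjamini-Hochberg adjustment). UBC9 (AT4G27960), the gene to which the RT-qPCR values are related, had 1226 ± 66.4 normalized counts in GL and 1633 ± 117 at R15 (SD, n = 3), a log2 fold change of 0.41 (adjusted p = 0.00127), with 0.23 at HL60 (adjusted p = 0.0479) and 0.17 at R60 (adjusted p = 0.132). The change of UBC9 at R15 did not pass with quantile normalization, an alternative added after the values were seen, which gave 0.19. At HL60 it did not pass with several alternatives, among them upper quartile normalization, which gave 0.21, and the fit without HL60 replicate 2, which gave 0.15.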

| Gene ID   | Name     | GL     | HL15    | HL60    | R15     | R60     |
|-----------|----------|--------|---------|---------|---------|---------|
| AT5G24770 | VSP2     | 1065.4 | 2571.0  | 16746.9 | 11248.3 | 59152.7 |
| AT3G25770 | AOC2     | 2982.8 | 6536.8  | 18875.4 | 14594.6 | 31774.2 |
| AT5G42650 | AOS      | 9853.9 | 14076.2 | 31651.4 | 37196.3 | 58265.2 |
| AT1G30135 | JAZ8     | 4.5    | 21.2    | 31.0    | 532.6   | 52.6    |
| AT1G43160 | Rap2.6   | 4.5    | 1.0     | 313.0   | 76.2    | 320.6   |
| AT5G13220 | JAZ10    | 30.8   | 55.4    | 614.6   | 1358.2  | 674.4   |
| AT2G26150 | HSFA2    | 131.4  | 27578.3 | 1667.2  | 63.1    | 5.2     |
| AT3G46230 | HSP17.4A | 26.1   | 9659.2  | 17214.8 | 5670.6  | 1127.7  |
| AT1G53540 | HSP17.6C | 15.9   | 7391.8  | 13829.4 | 3415.2  | 671.9   |
| AT1G52560 | HSP 26.5 | 1.4    | 323.1   | 53.7    | 4.8     | 0.0     |
| AT5G52640 | HSP 90.1 | 787.6  | 75436.9 | 16674.6 | 1048.5  | 114.3   |

Columns present the transcript counts in RNAseq analysis of leaves taken from plants before the HL treatment (GL), after 15 min (HL15) and 60 min (HL60) of HL exposure, and during the recovery at GL for 15 min (R15) and 60 min (R60) after 60 min HL treatment.

**Supplementary Table S3.** Differential expression of genes encoding glutathione (GSH) metabolic enzymes in leaves treated in high light (HL) and recovery (R) condition at growth light (GL) in comparison to GL.

| Gene ID   | Gene name | HL15_vs_GL  | HL60_vs_GL   | R15_vs_GL    | R60_vs_GL    |
|-----------|-----------|-------------|--------------|--------------|--------------|
| AT4G39640 | GGT1      | -0.22       | <b>-1.71</b> | <b>-1.30</b> | <b>-2.15</b> |
| AT4G29210 | GGT4      | <b>0.86</b> | <b>1.53</b>  | <b>1.66</b>  | <b>2.31</b>  |
| AT4G23100 | GSH1      | 0.11        | <b>0.28</b>  | <b>0.30</b>  | <b>0.23</b>  |
| AT5G27380 | GSH2      | <b>0.47</b> | <b>0.59</b>  | <b>1.17</b>  | <b>2.31</b>  |
| AT2G24200 | LAP1      | 0.13        | 0.19         | <b>0.30</b>  | <b>0.74</b>  |
| AT5G37830 | OMP1      | 0.25        | 0.15         | <b>0.27</b>  | <b>0.25</b>  |
| AT5G19380 | CLT1      | 0.09        | 0.37         | 0.52         | <b>0.69</b>  |
| AT5G12170 | CLT3      | 0.05        | 0.22         | 0.13         | <b>0.88</b>  |
| AT5G26220 | GGCT2;1   | 0.64        | 1.10         | <b>1.51</b>  | <b>3.27</b>  |
| AT4G31290 | GGCT2;2   | -0.53       | 0.72         | 0.57         | <b>1.52</b>  |
| AT1G44790 | GGCT2;3   | 0.38        | <b>1.31</b>  | <b>1.19</b>  | <b>1.65</b>  |
| AT3G54660 | GR2       | -0.09       | -0.27        | -0.11        | <b>-0.86</b> |
| AT5G64410 | OPT4      | -0.46       | <b>-3.19</b> | <b>-2.52</b> | <b>-1.53</b> |
| AT4G27730 | OPT6      | -1.20       | <b>-1.71</b> | <b>-1.86</b> | 0.12         |
| AT1G30400 | MRP1      | 0.10        | <b>-0.44</b> | -0.13        | <b>-0.88</b> |
| AT2G34660 | MRP2      | 0.30        | <b>0.94</b>  | <b>1.32</b>  | 0.21         |
| AT2G47800 | MRP4      | -0.22       | 0.24         | <b>0.99</b>  | 0.08         |
| AT3G62700 | MRP10     | 0.28        | <b>0.63</b>  | <b>0.51</b>  | <b>-0.35</b> |
| AT2G47730 | GSTF8     | <b>1.68</b> | <b>1.55</b>  | <b>0.84</b>  | <b>-1.15</b> |
| AT2G29490 | GSTU1     | 0.21        | <b>1.63</b>  | <b>1.57</b>  | <b>2.05</b>  |
| AT2G29460 | GSTU4     | -0.42       | <b>4.30</b>  | <b>3.44</b>  | <b>6.52</b>  |
| AT2G29450 | GSTU5     | <b>2.40</b> | <b>3.25</b>  | <b>1.65</b>  | 0.04         |
| AT2G29440 | GSTU6     | 0.49        | <b>3.04</b>  | <b>2.59</b>  | <b>2.86</b>  |
| AT1G74590 | GSTU10    | -0.16       | -0.01        | <b>-0.85</b> | -0.11        |
| AT1G10370 | GSTU17    | -0.22       | <b>0.88</b>  | <b>0.90</b>  | -0.09        |
| AT1G78380 | GSTU19    | <b>0.54</b> | 0.53         | 0.31         | 0.00         |

HL treatment was performed by exposing plants to HL for 15 (HL15) and 60 min (HL60), while recovery was performed by transferring HL60 samples to GL to recover for 15 (R15) and 60 min (R60). The genes involved in GSH metabolism were taken from (Dorion et al., 2021). GST/GSTU genes involved in GSH-

conjugation of 12-oxo-phytodienoic acid (OPDA) were taken from (Skipsey et al., 2011). The significant expression values ( $p < 0.05$ ) are presented in bold. Gene names are listed in the text.

**Supplementary Table S4:** Marker genes and the primers used in the reverse transcription quantitative PCR (RT-qPCR) assay.

| Gene ID   | Marker Gene      | Forward Primer           | Reverse Primer           |
|-----------|------------------|--------------------------|--------------------------|
| AT4G27960 | UBC9 (Ref. gene) | TCCTACTTCATGTAGCGCAGGAC  | TCCTCCAGAATAAGGGCTATCCG  |
| AT5G24770 | VSP2             | GGACTTGCCCTAAAGAACGACACC | GTCGGTCTTCTCTGTTCCGTATCC |
| AT3G25770 | AOC2             | CTGCCAAGAAGAACCTCACTGC   | TCTTGAACTTTGCTTGGTCTAGGG |
| AT1G30135 | JAZ8             | GGTCGGATCCTCCAAACAAGTC   | TCGTCGTGAATGGTACGGTGAAG  |
| AT5G13220 | JAZ10            | TCGAGAAGCGCAAGGAGAGATTAG | TCGTTTAGGCCGATGTCGGATAG  |
| AT1G43160 | Rap2.6           | CCATTGATTACCGGTTCACTGTG  | CCTCTCCAAGGACATTGAGCTTTC |
| AT5G42650 | AOS              | GGTGGCGAGGTTGTTTGTGATTG  | TTCGTAACGGCGACGTACCAAC   |
| AT2G26150 | HSFA32           | GTCAAGCGAGTTTGTGGAGGAC   | CGGCTTCTAAACACCGTTCAGC   |
| AT1G52560 | HSP26.5          | AAAGGCTCACCTGAGGAAGACG   | TCATCAGGCAACGATAAGCTCGTG |
| AT3G46230 | HSP17.4A         | TGGAGGCCGAAGAACAAACGTG   | TCCTTCGAACGGATCCCATACGTC |
| AT1G53540 | HSP17.6C         | TTTCGATCCGTTCTCGCTGGATG  | TGCGTTTGCCAATCCTGACG     |
| AT5G52640 | HSP90.1          | AAGCTCGATGGACAGCCTGAAC   | TCCCAAGTTGTTACCAAATCTGC  |

## References

**Dorion S, Ouellet JC, Rivoal J** (2021) Glutathione metabolism in plants under stress: Beyond reactive oxygen species detoxification. *Metabolites* **11**: 641

**Gollan PJ, Aro EM** (2020) Photosynthetic signaling during high light stress and recovery: targets and dynamics. *Philosophical Transactions of the Royal Society B: Biological Sciences* **375**: 20190406

**Op Den Camp RGL, Przybyla D, Ochsenbein C, Laloi C, Kim C, Danon A, Wagner D, Hideg É, Göbel C, Feussner I, Nater M, Apel K** (2003) Rapid induction of distinct stress responses after the release of singlet oxygen in Arabidopsis. *Plant Cell* **15**: 2320–2332

**Skipsey M, Knight KM, Brazier-Hicks M, Dixon DP, Steel PG, Edwards R** (2011) Xenobiotic responsiveness of *Arabidopsis thaliana* to a chemical series derived from a herbicide safener. *J Biol Chem* **286**: 32268–32276

**Xin Z, Zhao Y, Zheng ZL** (2005) Transcriptome analysis reveals specific modulation of abscisic acid signaling by ROP10 small GTPase in *Arabidopsis*. *Plant Physiol* **139**: 1350–1365

**Zhang N, Zhou S, Yang D, Fan Z** (2020) Revealing shared and distinct genes responding to JA and SA signaling in *Arabidopsis* by meta-analysis. *Front Plant Sci* **11**: 908

How the deposited data were processed for this re-analysis (not part of the article)

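RNA-seq was available for leaf number 7 of Arabidopsis Col-0 plants in the conditions GL, HL15, HL60, R15 and R60, with 3 biological replicates each. The sample labels and the paper gave the condition and replicate number of all 15 libraries.

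The authors sent RNA to BGI for sequencing, quantified the reads with Salmon on cDNA sequences of TAIR, and tested genes with DESeq2 after leaving out genes with fewer than 10 reads. The signal values deposited by the authors are normalized counts per gene and library. From the values, they are estimated counts divided by a size factor and, for genes with several transcripts, by a factor for transcript length, and the paper's text does not describe this step. In low values, of up to 200 reads, 60.0 to 63.3% came out as whole reads with a tolerance of 0.01. Raw reads were therefore not recovered for all genes, and no test on read counts was run. The design fixed before the files were opened had assumed raw counts, the quasi-likelihood test of edgeR and its TMM normalization, which these values do not allow. They were therefore not used, and limma took their place. The lists were planned on log2 values scaled to library size and were tested on the log2 values described below.

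The table lists 21593 genes, of which 43 are at 0 in every library. The 1081 genes with a sum under 10 over all libraries were left out, and 20512 were tested. Coordinates are those of TAIR10.1, in which 21390 of the genes (99.1%) have a locus tag, and were joined by locus tag only. The reads per library were estimated as 14403178 to 28102712. For pairs of replicates, the chi-square per degree of freedom of the estimated reads ranged from 1.52 to 96.7, against a limit of 1.05 from sampling alone. The spread between replicates, not the depth, therefore set the precision.

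The log2 of the value plus 1 was fitted with limma 3.58.1 in R 4.3.3, with all 15 libraries in 1 fit, a coefficient per condition, no block and a variance trend over expression level. Fold changes on this scale understate the change of genes with low values. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a change of 2-fold or more. Fold changes against a group with all libraries at or under 3 normalized counts are given as lower bounds. Gene lists were tested with camera with a preset correlation of 0.01, with Benjamini-Hochberg adjustment over 52 tests of lists and comparisons, and with fry and camera with an estimated correlation as checks. The lists of 1O2-, H2O2-, ABA-, SA-, JA- and OPDA-responsive genes, of synthesis genes and of GSH metabolism were read off the figures and supplementary tables of the paper. A list of SA markers and lists of clock genes active in the morning and later in the day were written before the files were opened. The responsive genes come from published responses, and the study chose which of them to draw, so they are not independent evidence.

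Genes were named in the text by a rule set before the files were opened. Members of the SA marker and clock lists and genes listed as sustained in R were also named outside this rule. The rule took the genes that the paper's text, Fig. 3A or Supplementary Tables S2 and S3 name. To these were added, for each treatment, the pair with the largest rise and the pair with the largest fall against GL, among genes with an adjusted p under 0.05, a mean of 100 or more and no overlap with the GL libraries.

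The procedure was tested on simulated data, with values drawn for 20176 genes from the GL means and 1 fixed dispersion for all genes. The changed genes were well expressed in GL, and their median log2 fold change was 1.94 when raised and -2.02 when lowered. All 200 changed genes were called in the right direction, 1 unchanged gene was called, and 2 genes were called between unchanged groups. A spread that differs between genes and conditions, as in the real libraries, was not simulated. The test therefore checks that the procedure works, and does not give its sensitivity or error rate for these data.

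The alternatives set before the data were examined were upper quartile normalization, other filters on low counts, a block for the replicate number with and without a correction for GC content, fits of only the conditions compared, calls without a fold minimum, a test against a change of 1.5-fold (treat), and leaving out each library in turn. Added after the values were seen were pseudocounts of 0.5 and 5, quantile normalization, no variance trend and the log2 ratio of mean normalized counts. The calls under pseudocounts 0.5, 1 and 5 were seen together before 1 was kept. GO terms, RT-qPCR, metabolites and photosynthetic efficiency were not analysed here.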

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

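The SA and clock lists, the conditions compared and the tests of time of day, library size, shared GL libraries, the choice of SA genes and other splits for the numbers of DEGs were set before the data were examined. The tests of HL60 replicate 1, of GC content, of splits for the list medians, of the HL15 replicates, of HSFA2 and HSP90.1, and of normalization for the clock genes and SA markers were chosen only after the result was seen.

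A first result to look at again is the opposite response of some genes in HL and in R. 362 genes were called one way at HL15 or HL60 and the other way at R15 or R60, and differed between those conditions with an adjusted p under 0.05 (limma, Benjamini-Hochberg). Of these, 193 were first higher and then lower than GL. Among the genes the paper names, HSFA2 changed from HL60 to R60 by a log2 fold change of -8.07, HSP90.1 by -6.98 and GSTF8 by -2.70. Against GL, HSFA2 was at -4.56 and HSP90.1 at -2.78 at R60. With quantile normalization these were -4.62 and -2.90, which argues against normalization as the cause. The lowest GL library of HSFA2 was 12.0 times the highest R60 library, and that of HSP90.1 5.27 times, so no single raised GL library explains the fall. The time of day cannot be told apart from recovery, since no GL group matches the clock time of R60: the later clock genes had a median of 2.47 at R15. A lower level of heat shock transcripts during recovery may be biological, and remains a hypothesis.

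Genes outside the lists of the paper also changed. Of 15 SA markers chosen from general knowledge, 13 passed the filter on low counts. PR1, at 0 in every GL, HL60, R15 and R60 library, and FMO1, at 0 in every HL60 and R15 library, did not and showed no such rise at R15. The markers tested had a median log2 fold change of 1.98 at R15 and 2.09 at R60 (camera, adjusted p = 0.0237 and 0.00609). It was 0.14 at HL15 and -0.68 at HL60, and neither passed (adjusted p = 0.0663 and 0.447). With 1 library left out, the HL60 median lay between -1.10 (without HL60 replicate 1) and -0.13 (without HL60 replicate 3). At R60, 8 markers were called higher and 1 lower. The SA synthesis gene ICS1 fell, by log2 fold changes of -1.73 at R15 and -2.18 at R60 (limma, adjusted p = 3.43e-05 and 4.05e-06), and the paper reports less SA at R60, so the rise of the other markers is not evidence of more SA. The R60 median with quantile normalization was 2.08, which argues against normalization as the cause. Their median absolute change exceeded that of the SA-responsive list at R15 (1.98 against 0.49, permutation of genes between the lists, adjusted p = 0.00372) and at R60 (2.18 against 0.68, adjusted p = 0.00372). In HL this did not pass, with 0.19 against 0.51 at HL15 (adjusted p = 0.938) and 0.75 against 0.51 at HL60 (adjusted p = 0.0707). The SA-responsive list holds genes from the start of chromosome 1 only. SA-responsive genes from elsewhere in its source were not compared, so whether drawing that stretch bears on how little the list changed stays open.

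The clock genes changed as well. The median log2 fold change of the 3 morning genes, which is the value of CCA1 in each comparison, was -0.02 at HL15, 0.38 at HL60, -0.38 at R15 and -2.71 at R60, and that of the 9 later genes 0.71, 1.10, 2.47 and 2.40. The genes did not move alike: LHY already fell at HL15, by -1.37, and at HL60, by -1.52, while RVE8 rose at HL60, by 1.22, and among the later genes PRR9 fell at R15, by -2.35 (limma, adjusted p = 4.75e-05, 5.58e-06, 5.64e-06 and 1.66e-07). With quantile normalization the morning median at R60 was -2.82, which argues against normalization as the cause. The later genes already changed at HL15, by 0.708, after 15 min. Light and time of day cannot be told apart here, and a part of the DEGs at R60 could follow the time of day.

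The numbers of DEGs and the list medians were set against other splits of the 6 libraries of each comparison. For each of the 8 comparisons and each of the 7 list medians tested, 1 of the 10 splits, the real split, gave a result as large. With the 6 libraries alone, 3991 genes were called at R60, and the highest number of genes called in another split was 0. Every other split mixes both conditions in each group, so real changes between conditions add to the spread within groups. Few genes can then be called, and the 0 does not show how many would be called without a treatment effect. With 10 splits the share cannot go below 0.1, so the splits alone do not decide. Library size was tested by thinning all libraries to 14403153 reads, after which 3855 genes were called at R60 and the order of the conditions stayed. After a correction for GC content 3914 were called. These values argue against library size and GC content as the cause. Sharing the GL libraries between comparisons was looked at in 20 simulations of unchanged groups. In them, the highest number of genes called in more than 1 comparison was 0, and 829 with an unadjusted p under 0.05, against 3704 and 11887 observed. Since almost nothing is called in unchanged groups, these counts do not show how much of the overlap in calls the shared GL libraries add, and this stays open. The highest number of genes called in a simulation, over all comparisons with GL, was 1, so variation between libraries in each gene on its own does not give the numbers of DEGs, while variation that many genes share was not simulated. Across all genes, the fold changes of HL60 and R60 had a correlation of 0.506, and of 0.477 to 0.514 in the unchanged groups. The unchanged groups held only noise around the GL means, so their correlation came from the shared GL libraries alone. The real fold changes also hold the changes of many called genes, which the simulation lacked. The comparison therefore cannot decide whether the observed correlation reflects a shared response.

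The libraries of HL15 replicates 2 and 3 were closer than other replicates, with a chi-square per degree of freedom of 1.52. This exceeds the limit of 1.05 from sampling the reads of a single library, but lies below the 3.75 of the next closest pair. A single library under both numbers, 1 RNA sample behind both libraries and plants that were alike cannot be told apart, since a spread above sampling noise can also arise in preparing and quantifying libraries. They were kept as the labels give them. If both come from 1 sample, the spread at HL15 is understated. Without HL15 replicate 2, 1498 genes were called at HL15, and without replicate 3, 1495, against 1939 with both.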

How the results depend on the processing

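The pseudocounts 0.5 and 5, quantile normalization, no variance trend and the log2 ratio of means were added after the values were seen, and no other tests in this part were chosen only after the result was seen. DESeq2 in place of edgeR, DESeq2 size factors in edgeR, and leaving chloroplast and mitochondrial genes out of the library sizes were not run, since the values are not raw counts. Where no cause is given below, the cause was not tested.

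The numbers of DEGs stayed within 1.5 times with upper quartile normalization, the 3 other filters on low counts, the block, the pseudocounts, quantile normalization, no variance trend and each library left out. Without a fold minimum they rose to 5055 at HL15, 7957 at HL60, 9389 at R15 and 8917 at R60, 7314 between HL60 and HL15, 4788 between R15 and HL60, 8414 between R60 and R15 and 9093 between R60 and HL60, and the list entries to 16718, since smaller changes then count. With treat they fell to 801 at HL15, 2088 at HL60, 1336 between HL60 and HL15, 1059 between R15 and HL60 and 1880 between R60 and R15, and the genes that switch direction to 161, since treat asks for a larger change.

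The number of genes sustained in R in the JA-responsive list was 2 with the 2 conditions only and 2 with treat. It lay between 8 (without GL replicate 2) and 27 (without HL60 replicate 1) when a library was left out.

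For the lists, the median is the same under fry and an estimated correlation, and only the test changes. With fry, the synthesis list at HL15 (0.56), the JA-responsive list for HL15 (0.51), R15 against HL60 (0.63) and R60 against HL60 (1.27) and the OPDA-responsive list for HL15 (0.41) and R15 against HL60 (1.32) no longer passed, and the hydrogen peroxide list for R60 (0.90), HL60 against HL15 (-0.33) and R15 against HL60 (-0.45), the ABA-responsive list at R60 (0.59), the SA-responsive list at HL60 (0.25), R15 (0.24) and R60 (0.37), the SA markers at HL15 (0.14) and the morning clock genes at R15 (-0.38) passed. With an estimated correlation, no longer passing were the synthesis list at HL15 (0.56), HL60 (1.76), R15 (1.74) and R60 (2.90), the JA-responsive list for HL15 (0.51), HL60 (2.00), R15 (2.58), R60 (3.14), R15 against HL60 (0.63) and R60 against HL60 (1.27), the OPDA-responsive list for HL15 (0.41), HL60 (1.90), R15 (2.84), R60 (2.95) and R15 against HL60 (1.32), the singlet oxygen list for HL15 (0.99), HL60 (0.71), R15 (2.05), R60 (1.06), HL60 against HL15 (-0.28), R15 against HL60 (1.25) and R60 against R15 (-0.96), the hydrogen peroxide list for HL60 (1.22), R15 (0.79) and R60 against HL60 (-0.99), the ABA-responsive list at HL15 (0.41), HL60 (0.85) and R15 (0.72), the SA-responsive list at HL15 (0.44), the SA markers at R15 (1.98) and R60 (2.09), the morning clock genes at R60 (-2.71) and the later clock genes at HL15 (0.71), HL60 (1.10), R15 (2.47) and R60 (2.40).

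Other alternatives changed a few lists. The SA markers at HL15 passed with upper quartile normalization (0.0893) and with no filter on low counts (0.14). The hydrogen peroxide list from HL60 to R15 passed with 10 counts in a group (-0.50) and with 10 counts on average (-0.56).

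With 1 library left out, these lists changed a call or direction, with medians over the fits: the OPDA-responsive list for HL15 from 0.21 (without HL15 replicate 2) to 0.60 (without HL15 replicate 1), the ABA-responsive list for R60 from 0.40 (without R60 replicate 3) to 0.72 (without R60 replicate 2), the SA markers for HL15 from 0.0383 (without HL15 replicate 2) to 0.23 (without HL15 replicate 1), the morning clock genes for HL15 from -0.0694 (without HL15 replicate 1) to 0.0165 (without GL replicate 1), the singlet oxygen list for HL60 against HL15 from -0.48 (without HL60 replicate 1) to -0.21 (without HL15 replicate 2), the hydrogen peroxide list for R15 against HL60 from -0.51 (without HL60 replicate 1) to -0.27 (without HL60 replicate 3), the synthesis list for R15 against HL60 from -0.18 (without HL60 replicate 1) to 1.13 (without HL60 replicate 3), the synthesis list for R60 against HL60 from -0.16 (without HL60 replicate 1) to 1.06 (without HL60 replicate 3), the JA-responsive list for R15 against HL60 from -0.42 (without HL60 replicate 1) to 1.30 (without HL60 replicate 3), the JA-responsive list for R60 against HL60 from 0.28 (without HL60 replicate 1) to 1.86 (without HL60 replicate 3), the OPDA-responsive list for R15 against HL60 from 0.12 (without HL60 replicate 1) to 1.88 (without HL60 replicate 3), the OPDA-responsive list for R60 against HL60 from -0.26 (without HL60 replicate 1) to 1.39 (without HL60 replicate 3). Among single genes, OPT6 at R60 ranged from -0.91 (without R60 replicate 2) to 0.18 (without R60 replicate 3) and was 0.11 as a log2 ratio of means. GSTU5 at R60, near GL, ranged from -0.0984 (without R60 replicate 3) to 0.23 (without R60 replicate 2) and was -0.00181 with upper quartile normalization.

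Among 125 single gene comparisons from the text, alternatives moved some across the threshold. 5 no longer passed with upper quartile normalization, 8 no longer passed and 3 newly passed with the 2 conditions only, 7 no longer passed and 1 newly passed with quantile normalization, 4 no longer passed with no variance trend, 1 no longer passed with no filter on low counts, and 1 newly passed with each of 10 counts in a group, 10 counts on average and pseudocount 5. Over all fits that left out 1 library, 57 no longer passed and 6 newly passed.

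The replicate numbers were checked for pairing. Over 30 pairs of libraries with the same number, the correlation of their deviations from the condition means lay between -0.17 and 0.18, so the numbers do not pair the libraries. With the replicate block, 3927 genes were called at R60, and of the single gene comparisons 2 no longer passed and 2 newly passed. With the replicate block and a GC-content correction, 4 no longer passed and 4 newly passed, and the morning clock genes at HL15, near 0, were at 0.00987.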

Differences from the paper's values

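Of the 104 values of Supplementary Table S3, 2 differed by more than the spread of the replicates or in sign, and of the 55 means of Supplementary Table S2, 0. For OPT6 at R60 the paper gives a log2 fold change of 0.12, and the value here was -0.23. With the alternatives set before the data were examined, leaving out R60 replicate 1 (0.04) and R60 replicate 3 (0.18) gave a value that did not differ from the paper's, and with the others it differed. The log2 ratio of mean normalized counts, chosen after seeing the values, gave 0.11. For GSTU4 at HL60 the paper gives 4.30, and the value here was 3.37. Of the alternatives set before the data were examined, 10 counts on average (3.37), the replicate block with GC-content correction (3.44), the 2 conditions only (3.37), and leaving out GL replicate 1 (3.51), GL replicate 3 (3.92) or HL60 replicate 1 (4.59) gave a value that did not differ from the paper's by more than the error of that fit, and the others did. The log2 ratio of mean normalized counts, chosen after seeing the values, gave 4.31.

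The paper states that R60 had the most DEGs, while here 4061 genes were called at R15 and 3951 at R60. R60 had more in 3 of 27 settings: without R15 replicate 2 (3906 and 3930), without R15 replicate 3 (3833 and 3932), and with quantile normalization, chosen after seeing the values (4052 and 4067).

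Supplementary Table S3 marks changes with a p under 0.05, and an adjusted p under 0.05 without a fold minimum was set against it here. Of its entries, 100 were the same here and 4 were not. GGT4 at HL15 is marked in the paper and had an adjusted p of 0.0506 here (limma, Benjamini-Hochberg). It passed with 10 counts in a group, 10 counts on average, the replicate block with GC-content correction, the 2 conditions only and without HL15 replicate 1. GSTU6 at HL60 is marked and had 0.0545. It passed with the replicate block, the replicate block with GC-content correction, without HL60 replicate 1, and with pseudocount 5 and quantile normalization, which were both chosen after seeing the values. GR2 at HL60, at -0.28 with 0.0390, and GSTU19 at HL60, at 0.51 with 0.0321, are not marked and passed here. GR2 did not pass with the replicate block, the replicate block with GC-content correction, the 2 conditions only, without any of the GL replicates, without HL60 replicate 2 or 3, or, chosen after seeing the values, with no variance trend. GSTU19 did not pass without any of the GL replicates, without HL60 replicate 2, or, chosen after seeing the values, with quantile normalization or no variance trend.

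The paper states that the H2O2-responsive genes rose in HL and fell in R. Here the fall from HL60 to R15 did not pass (-0.45, camera in limma, adjusted p = 0.0560), while the fall from HL60 to R60 did (-0.99, adjusted p = 0.00973). With fry the fall to R15 passed too (adjusted p = 0.00517). The paper states that the genes of the synthesis of oxylipins rose further in R. Compared directly with HL60, their medians of 0.52 at R15 and 0.61 at R60 did not pass. The paper states that SA-responsive genes changed little, while 23 of the 31 changed at R60 with an adjusted p under 0.05. That count has no fold minimum. With it, 12 passed, and the median log2 fold change of the list was 0.37, so the count of 23 does not contradict a statement on size. The paper states that the OPT genes and GGT1 decreased in both phases. OPT6 at R60 did not pass, and at HL15 OPT4 (-0.46), OPT6 (-1.19) and GGT1 (-0.22) did not pass. Supplementary Table S3 does not mark these changes either, so these calls do not differ from its entries. OPT4 and OPT6 passed at HL15 with the 2 conditions only, and OPT6 passed at R60 without R60 replicate 2 (-0.91).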

Other observations

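The tests of HL60 replicate 1 and of the relation between lists were chosen only after the result was seen.

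HL60 replicate 1 lacked the JA response of the other HL60 libraries. All 60 JA-responsive genes were lower in it than in both others, by a median log2 difference of -2.81, and the OPDA-responsive genes by -2.49. Over all genes the median difference was 0.01. The difference was -2.87 after all libraries were thinned to the same depth and -2.84 after a correction for GC content, which argues against library depth and GC content. Over 12724 genes outside the oxylipin lists the library lay closest to the other HL60 libraries, at a root mean square log2 distance of 0.59 against 0.70 to HL15, which argues against a mislabelled library. A uniformly weaker response to HL is argued against too: its slope on the other HL60 libraries was 0.692 over 2121 genes outside the lists but 0.07 over the JA-responsive genes, below the lowest of 10000 random sets (0.346). The library lay 0.599 of the way from HL15 to HL60 over 1978 genes outside the lists. A somewhat shorter exposure would also give such a value. Over the JA-responsive genes it lay at -0.0956, near the HL15 level, so these genes did not share that position. No condition lies between 15 and 60 min of HL, so when these genes rise is not known. An earlier harvest therefore cannot be told apart from variation between plants in the activation of JA. Without this library, 54 of the JA-responsive genes were called higher at HL60. From HL60 to R15, 11 of them were then higher and 17 lower, and from HL60 to R60, 22 were higher and 11 lower (limma, adjusted p under 0.05). Counted at R15 or R60, 27 genes were sustained in R without this library and 15 with it, so that number depends on it.

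Low JA-responsive and high SA marker values in the same library were tested as a hypothesis of opposed JA and SA responses within a condition. Over the deviations of the 15 libraries from their condition means, Pearson r was -0.45 (permutation p = 0.417, adjusted p = 0.476 over 3 relations) and Spearman rho -0.23. Without the pair of libraries farthest out, HL60 replicate 1 and HL60 replicate 3, r was 0.225. No relation was shown.

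The genes that met the definition of sustained in R within the JA-responsive list were ABCG34, ARGAH2, MEB1, CORI3, IGMT5, VSP1, ZAT10, TIFY10A, AT4G24340, TIFY11B, TIFY10B, OPCL1, TIFY11A, CSLA15 and VSP2. Over all genes, 341 of the 1592 called higher at HL60 met it. AT2G44130 was chosen by the rule for large changes. It had 0 normalized counts in every HL15, HL60 and R15 library and 686 ± 356 at R60 (SD, n = 3).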
